# Pathway-focused bioassays and transcriptome analysis contribute to a better activity monitoring of complex herbal remedies

**DOI:** 10.1186/1471-2164-14-133

**Published:** 2013-02-27

**Authors:** Angela Klein, Oliver A Wrulich, Marcel Jenny, Peter Gruber, Kathrin Becker, Dietmar Fuchs, Johanna M Gostner, Florian Überall

**Keywords:** HepG2, Microarray, Multicomponent, Pathway analysis, Polyherbal, qPCR

## Abstract

**Background:**

Transcriptome analysis in combination with pathway-focused bioassays is suggested to be a helpful approach for gaining deeper insights into the complex mechanisms of action of herbal multicomponent preparations in living cells. The polyherbalism based concept of Tibetan and Ayurvedic medicine considers therapeutic efficacy through multi-target effects. A polyherbal Indo-Tibetan preparation, Padma 28, approved by the Swiss drug authorities (Swissmedic Nr. 58436), was applied to a more detailed dissection of mechanism of action in human hepatoma HepG2 cells. Cell-free and cell-based assays were employed to evaluate the antioxidant capacity. Genome-wide expression profiling was done by applying Human Genome U133 Plus 2.0 Affymetrix arrays. Pathway- and network-oriented analysis elucidated the affected biological processes. The results were validated using reporter gene assays and quantitative real-time PCR.

**Results:**

To reveal the direct radical scavenging effects of the ethanolic extract of the Indo-Tibetan polyherbal remedy Padma 28, an *in vitro* oxygen radical absorbance capacity assay (ORAC) was employed, which resulted in a peroxyl-radical scavenging activity of 2006 ± 235 μmol TE/g. Furthermore, the antioxidant capacity of Padma 28 was analysed in living HepG2 cells, by measuring its scavenging potential against radical induced ROS. This formulation showed a considerable antioxidant capacity by significantly reducing ROS levels in a dose-dependent manner.

Integrated transcriptome analysis revealed a major influence on phase I and phase II detoxification and the oxidative stress response. Selected target genes, such as heme oxygenase 1, were validated in qPCR experiments. Network analysis showed 18 interrelated networks involved in important biological functions such as drug and bio-molecule metabolism, molecular transport and cellular communication. Some molecules are part of signaling cascades that are active during development and morphogenesis or are involved in pathological conditions and inflammatory response.

**Conclusions:**

The identified molecular targets and pathways suggest several mechanisms that underlie the biological activity of the preparation. Although extrapolation of these findings to the *in vivo* situation is not possible, the results obtained might be the basis for further investigations and new hypotheses to be tested. This study demonstrates the potential of the combination of focused and unbiased research strategies in the mode of action analysis of multicomponent herbal mixtures.

## Background

Herbal drug combinations have long been used in traditional medicinal concepts, and multicomponent preparations, such as plant-derived pharmaceuticals, botanicals and dietary supplements, are becoming increasingly important in modern medicine and lifestyles. The concept of effect potentiation by synergistic actions has opened new approaches for phytopharmaceutical and nutraceutical product development, and suggests the (re-)utilization of some traditional formulations for therapeutic issues. However, this development is hampered by the difficulties that accompany the assessment of molecular mechanisms and pharmacological actions of multicomponent preparations that contain an enormous chemical diversity of substances [1-3].

One major beneficial effect of many multicomponent preparations is their antioxidant activity. Reactive oxygen species (ROS) are involved in the development and the progression of diseases such as cardiovascular disorders [4], neurodegeneration [5] and atherosclerosis [6]. The capacity of dietary antioxidants to modulate the cellular redox balance is discussed to be favourable in both the treatment and prevention of ROS-related disorders [7,8]. An antioxidant capacity may not only originate from the direct radical scavenging activity of a compound, but also from indirectly induced effects such as interference with the endogenous antioxidant machinery, the transcription induction of detoxifying and cytoprotective enzymes or the increase of immunoprotective mechanisms [9,10]. Several of these actions are mediated by the nuclear-factor-E2-related factor (Nrf)-2 that transactivates the transcription of protective genes upon binding of antioxidant response element (ARE) promoter sequences to maintain homeostasis during oxidative stress [11]. However, an extensive input of antioxidants can also promote adverse responses such as allergies or toxicity-related phenomena [12,13].

Studies into the interference of phytochemicals with cellular signaling pathways and gene expression have revealed many examples of potential biological activities that go far beyond an antioxidant action [14,15]. Further, the use of large-scale data acquisition strategies, such as gene expression analysis, is suggested to be helpful in deciphering complex molecular information flows [16-18]. Currently, DNA microarray technology is the most widely used genome-scale data in pharmacological and clinical research. Transcriptomics allows the simultaneous detection of multiple transcriptional events in a non-biased manner, enabling standards for analysis and interpretation to be continuously developed [19]. Microarray expression data may provide key insights into gene function and interactions within and across metabolic pathways. However, it appears necessary to go beyond simple clustering by integrating data into biological interaction databases [20].

In general, the therapeutic efficacy of botanical multicomponents is suggested to be based on the interference of a multitude of phytochemicals with multiple cellular targets [21,22]. This enormous complexity of interactions represents a challenge for activity monitoring. Often, the active principles of such remedies cannot be identified, as the pharmacological effects are suggested to be generated from the joint actions of several substances. Thus, reductionist and hypothesis-driven research strategies may prove insufficient to deal with such pleiotropic activity profiles. The combination of pathway or molecule focused and large-scale data assessment strategies, such as “omics” technologies, has proved useful in monosubstance and drug combination activity assessment and is also considered helpful for multicomponents [23-25].

Based on these assumptions, we attempted to explore the mode of action of the Indo-Tibetan remedy Padma 28 at the molecular and transcriptional level in human hepatoma HepG2 cells [26]. Padma 28 is a polyherbal preparation containing a variety of secondary plant substances with potential bioactivity, such as essential oils, flavonoids, tanning agents and sesquiterpenes. It contains 20 different powdered plants including natural camphor and calcium sulphate. The formulation has been subjected to extensive *in vitro* and *in vivo* studies and has been approved by the Swiss drug authorities (Swissmedic, Nr. 58436) for symptoms associated with circulatory disorders such as tingling sensation, formication, feeling of heaviness and tension in the legs and arms, numbness of the hands and feet and calf cramps [27]. Studies have been performed where Padma 28 was applied in the treatment of intermittent claudication, a hallmark of peripheral arterial occlusive disease (PAOD) [28,29]. HepG2 cells were used because the liver is the main organ for drug metabolism after the ingestion of compounds and because of their suitability for studying the mechanism of action of drugs, dietary genotoxicants, as well as the cytoprotective and antigenotoxic activities of agents [30,31]. Furthermore, this cell line is useful for the evaluation of pro- and antioxidant agents as they express many related enzymes such as Mn-superoxide dismutase, catalase, glutathione reductase and thioredoxin reductase [32,33]. A HepG2 derived reporter gene cell line, CellSensor® ARE-bla HepG2, has been applied to investigate ARE-mediated transcriptional response.

## Results

### HepG2 cell proliferation

To determine the effect of Padma 28 on cell viability and to define optimal treatment conditions for further cell culture experiments, HepG2 cells were treated with increasing concentrations of the ethanolic extract (12.5–400 μg/ml) and the solvent control (0.9% EtOH, v/v). Cell viability was calculated in relation to the solvent control. As shown in Figure 1, treatment of HepG2 cells with Padma 28 for 72 h dose-dependently decreased the number of viable cells with an IC50-value of 218.4 ± 20.5 μg/ml. 

**Figure 1:**
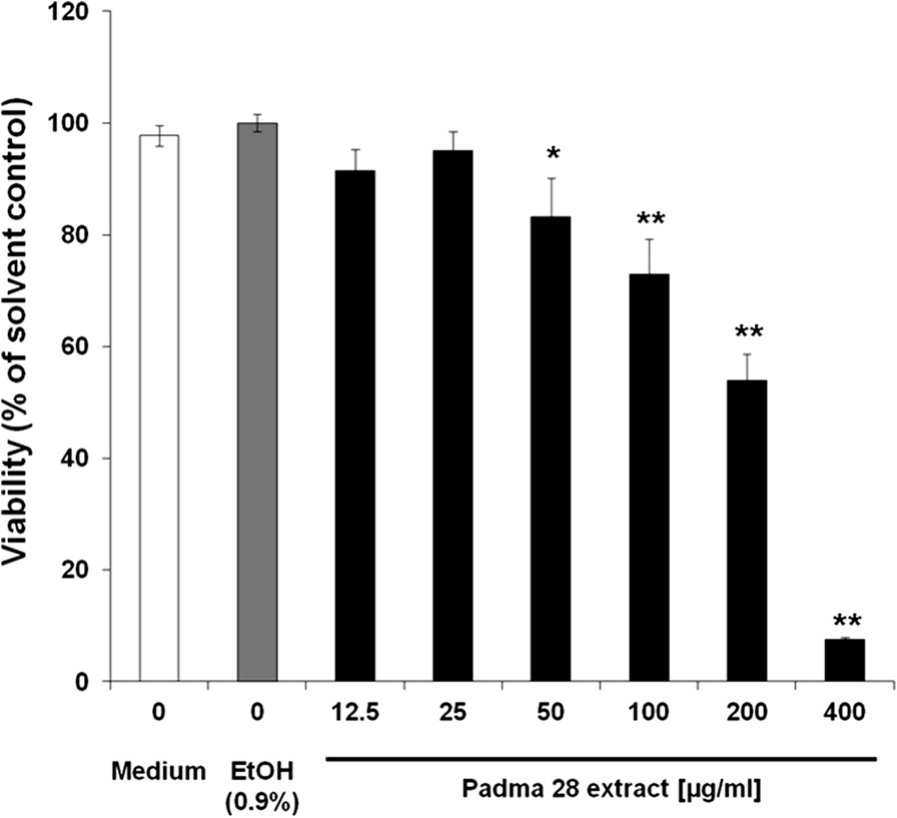
**Effect of Padma 28 on cell viability.** HepG2 cells (2 × 10^4^/well) were seeded into 96-well plates, pre-cultured for 24 h and then treated with solvent (0.9% EtOH) or Padma 28 ethanolic extract (12.5–400 μg/ml) for 72 h. The mean percentages of cell growth relative to solvent-treated cells were plotted against the concentrations of Padma 28. Mean values ± S.E.M. of four independent experiments run in duplicates (*p <0.05; **p <0.005, compared to untreated cells) are shown.

### Antioxidant capacity

To ensure potent biological activity of the ethanolic extract of Padma 28, its antioxidant capacity was evaluated using the Oxygen Radical Absorbance Capacity (ORAC) assay, which measures the direct capacity of chain-breaking antioxidants based on the hydrogen atom transfer mechanism in a cell-free system. The polyherbal extract showed potent peroxyl-radical scavenging capacity *in vitro*, with an ORAC value of 2006 ± 235 μmol TE/g (data not shown). Accordingly, 1 μg/ml of Padma 28 corresponds to the net protection against peroxyl-radicals produced by about 2 μM or 0.5 μg/ml of the water-soluble vitamin E derivate Trolox.

The antioxidant capacity of Padma 28 in living cells was analysed by measurement of peroxyl-radical-induced intracellular ROS-levels in HepG2 cells pretreated with increasing concentrations of ethanolic extract. As shown in Figure 2, exposure of HepG2 cells to Padma 28, at concentrations ranging from 50–200 μg/ml, significantly and dose-dependently diminished 2,2'-azobis(2-amidino-propane) dihydrochloride (AAPH)-induced ROS levels (p<0.05). At a concentration of 200 μg/ml, a significant reduction of AAPH-stimulated ROS levels to 58.7± 8.3% could be observed. In comparison, treatment of cells with 20 μM Quercetin, a flavonoid with potent antioxidant properties, decreased AAPH-induced ROS production to 51.1 ± 2.1%. 

**Figure 2:**
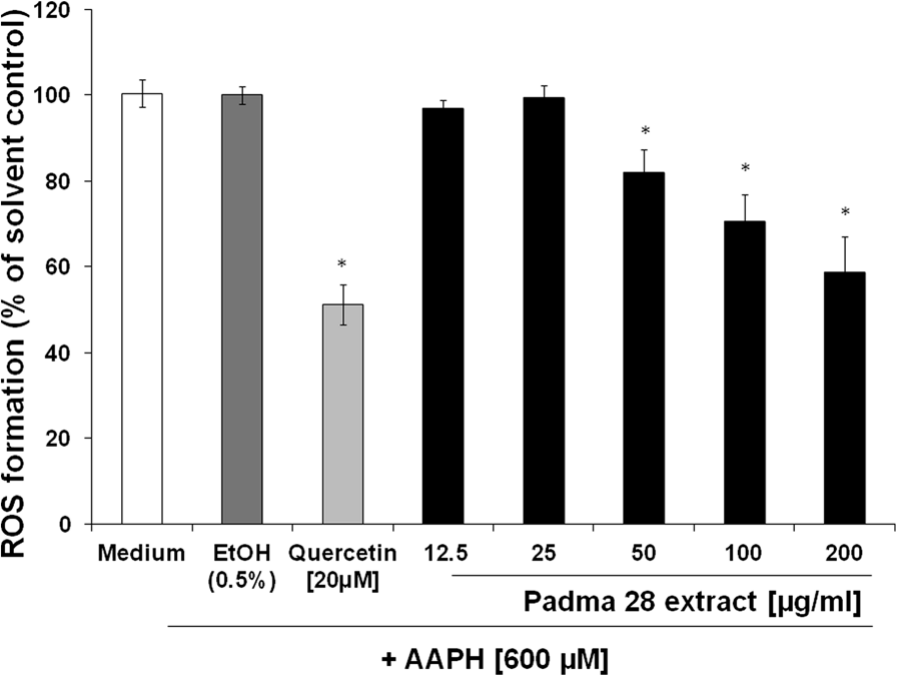
**Measurement of intracellular ROS.** Inhibition of peroxyl-radical (AAPH; 600 μM)-induced formation of ROS in HepG2 cells pretreated with either Quercetin [20 μM], as a positive control, or increasing concentrations of Padma 28 (12.5–200 μg/ml). The mean percentages of DCF fluorescence, as a measure of ROS formation, are shown in relation to the AAPH-treated EtOH solvent control (set to 100%). Mean values ± S.E.M. of three independent experiments run in quadruplicates (*p <0.05, compared to AAPH-treated cells) are shown.

### Gene expression changes

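Gene expression was measured in HepG2 cells, a human hepatocellular carcinoma line, after 18 h with 218 μg/ml of the ethanolic extract of Padma 28 or with 0.9% ethanol (EtOH) alone. For each treatment, the cells of 3 cultures were pooled before RNA isolation and 1 array was hybridised, so the 2 arrays give no estimate of the spread between cultures, and no test across samples was made. The paper gives 24 h of culture in 75 cm2 flasks before treatment, whereas the sample labels give 6 h and 25 cm2. The authors turned the scanned probe intensities into log2 expression values with GCRMA, which corrects the background by probe sequence, normalizes the arrays by quantiles and summarizes each probe set. The submitters' processing notes name later versions of GCRMA and R than the paper does. The deposited table holds all 54,675 probe sets of the array. The unspecific filter that the paper mentions was not applied here, because its criterion is not given in the sources used here.

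A log2 difference is the value with Padma 28 minus the value with EtOH, and a gene is represented by the brightest of the probe sets that belong to it alone. This gave 19,775 genes from 41,097 probe sets, while 1,801 probe sets shared by several genes and 11,777 without a gene in the annotation used here name no gene. The most frequent value was 2.25 on the EtOH array and 2.35 on the Padma 28 array, and a probe set was taken as well above background from 2 log2 units higher, at 4.25 and 4.35. Of the probe sets, 40.2% on the EtOH array and 39.7% on the Padma 28 array lay above that limit. Where a gene was above the limit on 1 array only, its fold change is given as a lower limit against the limit of the other array, and where it was below on both arrays no fold change is given. Between the 2 brightest probe sets of the same gene the log2 difference varied by a median of 0.15 over 5,064 genes. Gene lists for pathways and functions were fixed after the paper had been read and before the data were examined. The median of a list is described by its percentile among the medians of 10,000 random lists of genes with matched mean levels.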

Affymetrix GeneChip Human Genome U133 Plus 2.0 arrays were used to analyse Padma 28 regulated gene expression in HepG2 cells. An experimental approach using only one microarray per treatment (n=1) was applied, in which the cells of three biological replicates were pooled to obtain a “biological average” of stimulated gene expression changes. Particular attention was paid to profound validation of expression data by qPCR. Analysis of differential gene expression was performed by comparison of gene expression patterns of HepG2 cells treated for 18 h with an ethanolic extract of Padma 28, at doses corresponding to the 50% inhibitory concentration (IC50) after 72 h (218 μg/ml), and solvent (0.9% EtOH), respectively. At this concentration, no effect on cell viability was detectable after 24 h of incubation (data not shown).

Microarray analysis revealed a total of 578 genes whose expression was modulated more than two-fold upon extract treatment: 353 genes were up-regulated and 225 down-regulated. Of these, 24 showed a four-fold or higher increase in gene expression, whereas nine genes were down-regulated by a fold change of more than four-fold (Table 1). 

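With Padma 28, 173 genes were more than 2-fold higher and 76 were more than 2-fold lower than with EtOH. Most transcripts stayed close to their level in the solvent control, with 97.6% of the 22,198 probe sets above background within 2-fold. Of 11 genes used as references in expression studies none passed 2-fold, with a log2 difference of 0.00 for GAPDH and 0.33 for TBP, the TATA-binding protein. Subunits of the respiratory chain and ATP synthase, with a median of 0.06 over 20 genes, and ribosomal proteins, with a median of 0.07 over 21 genes, did not pass 2-fold either. Among the strongest decreases outside Table 1 were TUBB1, a beta-tubulin, at -1.81, SCN9A, a sodium channel subunit, at -1.67, the amino acid transporter SLC38A11 at -1.64 and the phospholipid scramblase PLSCR4 at -1.58.

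Of the genes past 2-fold, 130 higher and 62 lower ones were above background on both arrays, while 10 and 3 were below the limit on both. Counted as probe sets, 353 were higher and 225 lower, and with 16 added to both values on the linear scale 97 genes were higher and 54 lower.

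**Figure D1:**
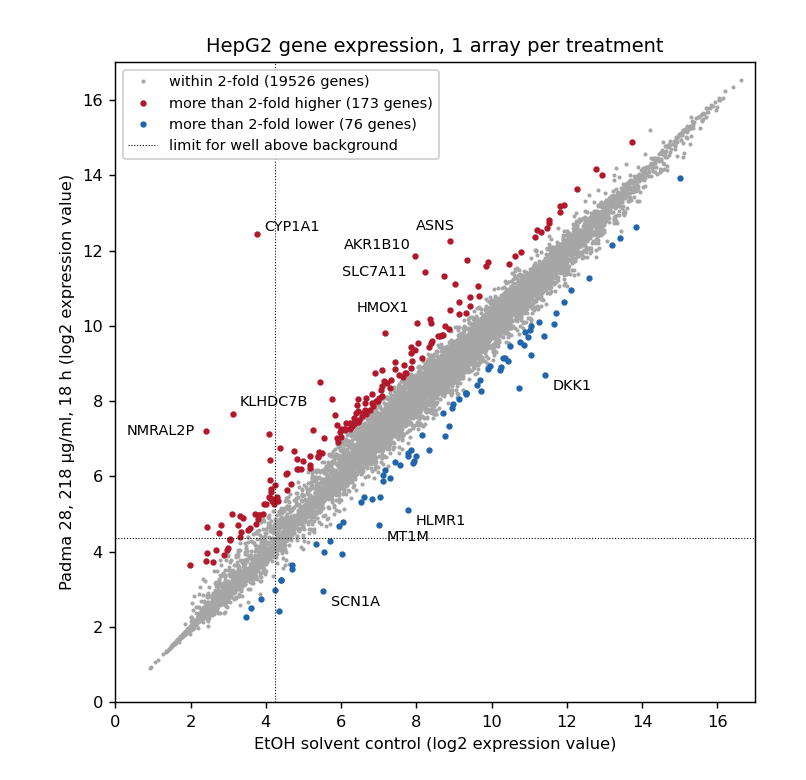
Log2 expression value of each gene on the EtOH array (horizontal axis) and on the Padma 28 array (vertical axis), with 1 array per treatment, where each point is a gene and dotted lines mark the limits for well above background. The 173 genes more than 2-fold higher are red, the 76 more than 2-fold lower are blue, and CYP1A1 lies farthest from the diagonal.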

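More than 4-fold higher were 17 genes, with CYP1A1 at the top among the genes of Table 1. The aldo-keto reductase AKR1B10 was 14.7-fold higher, asparagine synthetase ASNS 10.2-fold and the cystine transporter SLC7A11 9.23-fold. The vitamin D 24-hydroxylase CYP24A1 was 8.40-fold higher, the proapoptotic BH3-only gene PMAIP1 at least 7.36-fold and prostaglandin reductase PTGR1 5.34-fold. More than 4-fold lower were 6 genes, among them DKK1, a secreted Wnt antagonist, at 6.70-fold, the dicarboxylate transporter SLC13A3 at 5.19-fold and the metallothionein MT1M at 4.86-fold. The sodium channel SCN1A was at least 2.25-fold lower, being below background with Padma 28. Of the genes past 4-fold, 11 higher and 4 lower ones were above background on both arrays, and for the others the lower limit can be less than 4-fold.

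Of the 32 genes of Table 1 with a probe set of their own, 27 were past 2-fold in the direction of the table, as was at least 1 probe set of each of the 32. Among the 27, KLHDC9 was below background with EtOH, so only a rise of at least 1.31-fold holds. For HELLS, a helicase, the brightest probe set had a log2 difference of -0.21, while the dimmest went from 3.69 with EtOH, below background, to 5.85. SUCLG1, a subunit of succinyl-CoA ligase, was at 0.08 on its brighter probe set and at least 1.75-fold lower on the other, which was below background with Padma 28, and the splicing factor RBM39 at 0.02, -0.01, -0.64 and -1.34 on 4. Other probe sets of PTGR1 and SLC7A11 that were below background with EtOH were at least 9.68-fold and 4.10-fold higher, while a further ASNS probe set, below background on both arrays, was at -0.07. The median over the probe sets of a gene left 3 genes more than 4-fold lower, and counted as probe sets 35 were more than 4-fold higher and 15 lower.

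**Figure D2:**
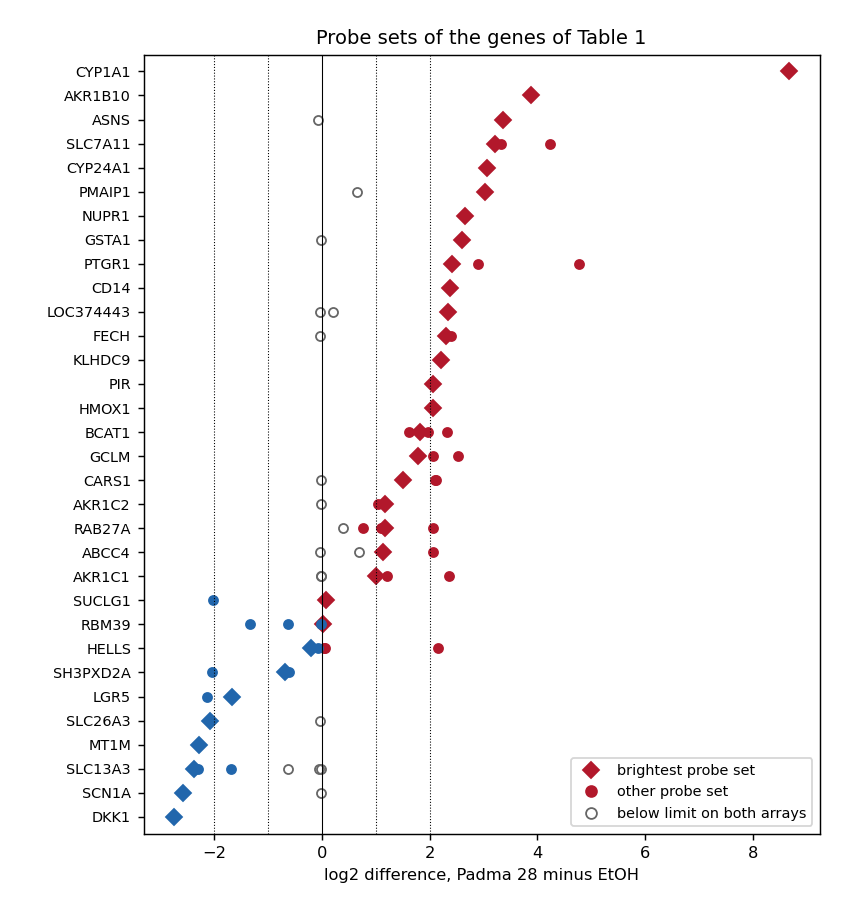
Log2 difference, Padma 28 minus EtOH, of every probe set of the genes of Table 1 with a probe set of their own, from 1 array per treatment. Diamonds are the brightest probe set of a gene, filled circles are its other probe sets, red is higher and blue lower, open circles are below background on both arrays, and dotted lines mark 2-fold and 4-fold; the probe sets of HELLS, SUCLG1 and RBM39 lie on both sides of the 2-fold line.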

Selected modulated candidate genes were validated in five independent experiments using qPCR (n=5). As shown in Table 1, nine of the 24 most up-regulated genes and three of the nine most down-regulated genes were significantly positively validated (p <0.05), thus confirming most findings of the microarray analysis. 

**Table 1:** Differentially expressed (>2 log2) genes in HepG2 cells after treatment with Padma 28

		**Microarray (n=1)**		**qPCR (n=5)**	
**Gene**	**Gene title**	**log2 (ratio)**	**Fold**	**Fold**	**P(H1)**
CYP1A1	cytochrome P450, family 1, subfamily A1	8.7	408.4	123.4 ± 31.1	0.001
PTGR1	prostaglandin reductase 1	4.8	27.4		
SLC7A11	solute carrier family 7, member 11	4.2	18.9		
AKR1B10	aldo-keto reductase family 1, member B10	3.9	14.7	13.9 ± 4.9	0.003
ASNS	asparagine synthetase	3.4	10.2	18.8 ± 5.5	0.008
CYP24A1	cytochrome P450, family 24, subfamily A 1	3.1	8.4	5.0 ± 0.9	0.132
PMAIP1	phorbol-12-myristate-13-acetate-induced protein 1	3.0	8.2		
NUPR1	nuclear protein 1	2.6	6.3		
SCHIP1	schwannomin interacting protein 1	2.6	6.2		
GSTA1*	glutathione S-transferase alpha 1	2.6	6.1	4.5 ± 1.3	0.036
FECH	ferrochelatase	2.4	5.2	3.7 ± 0.8	0.018
CD14	CD14 molecule	2.4	5.2		
AKR1C2**	aldo-keto reductase family 1, member C2	2.4	5.1	6.7 ± 1.2	0.007
LOC374443	CLR pseudogene	2.3	5.0		
BCAT1	branched chain aminotransferase 1, cytosolic	2.3	5.0		
KLHDC9	kelch domain containing 9	2.2	4.6		
HELLS	helicase, lymphoid-specific	2.2	4.4		
CARS	cysteinyl-tRNA synthetase	2.1	4.3	3.2 ± 0.6	0.001
AKR1C1**	aldo-keto reductase family 1, member C1	2.1	4.2	6.7 ± 1.2	0.007
ABCC4	ATP-binding cassette, sub-family C, member 4	2.1	4.2		
PIR	pirin (iron-binding nuclear protein)	2.1	4.2		
RAB27A	RAB27A, member RAS oncogene family	2.1	4.2		
HMOX1	haeme oxygenase (decycling) 1	2.1	4.2	5.3 ± 0.8	0.008
GCLM	glutamate-cysteine ligase, modifier subunit	2.1	4.1		
RBM39	RNA binding motif protein 39	-2.8	-7.2	1.1 ± 0.6	0.083
DKK1	dickkopf homolog 1 (Xenopus laevis)	-2.7	-6.7	-24.2 ± 5.9	0.005
SCN1A	sodium channel, voltage-gated, type I, alpha subunit	-2.6	-6.0	-30.3 ± 10	0.002
SLC13A3	solute carrier family 13, member A3	-2.4	-5.2		
MT1M	metallothionein 1M	-2.3	-4.9		
LGR5	leucine-rich G protein-coupled receptor 5	-2.1	-4.4	-8.1 ± 1.9	0.001
SLC26A3	solute carrier family 26, member 3	-2.1	-4.2		
SH3PXD2A	SH3 and PX domains 2A	-2.0	-4.1		
SUCLG1	succinate-CoA ligase, alpha subunit	-2.0	-4.1	0.3 ± 0.6	0.786

*primers detect GSTA1-A3 and A5; **primers detect AKR1C1-C4a.

The P(H1) value calculated for the qPCR experiments indicates the probability that the difference between sample and control group is significant.

### Network and pathway analysis

A total of 41,599 of the 54,675 probe sets could be mapped in the Ingenuity Knowledge Base of the analysis software (IPA) to the corresponding molecule record [34]. Using a cut-off value of 1.0 (log2 ratio = two-fold up- or down-regulated), IPA revealed 324 genes eligible for network generation and 318 genes eligible for pathway analysis. In the network analysis, differentially regulated genes are inter-connected using information of known interactions and associations between genes or proteins extracted from literature and databank findings.

Network analysis of >two-fold differentially expressed genes in HepG2 cells after treatment with Padma 28 [218 μg/ml] for 18 h, revealed 25 networks, of which 18 displayed various degrees of interrelationship. A list of networks with a high score of >20 and the corresponding differentially expressed molecules identified is provided as supplementary file (Additional file 1: Table S1). These genes are associated with signaling pathways essential for the metabolic processing of drugs, amino acids, lipids, small molecules, vitamins and minerals. 

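The networks with a score above 20 held genes that moved both ways. In network 1, 13 genes were more than 2-fold higher and 5 lower of 29 matched to a probe set of their own. TNFSF4, counted as lower, was below background with Padma 28, so only a fall of at least 1.0034-fold holds. The 29 include BRD2, at 0.01, which Table S1 does not list in this network. Among those past 2-fold were the cystathionine gamma-lyase CTH at 1.10, the regulator of G protein signaling RGS3 at 1.40 and the kinase SGK1 at -1.36. In network 2, 9 genes were higher and 3 lower of 21, with osteopontin SPP1 at 1.38 and the glucose transporter SLC2A2 at -1.38. The cytokine IL11, below background with EtOH, was at least 3.16-fold higher, while its other probe set was at -0.02. Network 3 held more decreases, 7 against 4 increases of 21 genes, including the transcription factor KLF5 at -1.17 and the semaphorin receptor NRP1 at -1.21. OTX1, counted among these decreases, was at the background limit with EtOH and below it with Padma 28, so no fold change is given.

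In network 4, 7 genes were higher and 4 lower of 25, with the translation repressor EIF4EBP1 at 1.19 and RGS2 at -1.24. The 25 include HSP90AA1 at 0.16, IL1A at -0.10 and PTPA at -0.07. Table S1 lists Hsp90, IL1 and PP2A in network 4 and not these genes. In network 5, 6 were higher and 4 lower of 22, with the small leucine-rich protein TSKU at 1.41 and the metalloprotease MEP1A at -1.23. The 22 include LRP1, at -0.37, where Table S1 lists only LRP. Network 6 held 10 higher genes and 1 lower gene of 31, with the glucokinase regulator GCKR at 1.62 and the histidine ammonia-lyase HAL, also part of network 4, as the lower gene. Some genes counted as higher were below background with EtOH and have lower limits under 2-fold. These were EMP3 of network 3 (1.66-fold), SLC6A9 and KCNC4 of network 4 (1.18-fold and 1.52-fold) and C5AR1 of network 5 (1.69-fold). The networks had been chosen by the paper on the same arrays, so the counts are not independent evidence of a direction. With any probe set of a gene past 2-fold counted, 28, 20, 21, 22, 21 and 19 genes passed in networks 1 to 6.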

Besides affecting general mechanisms such as molecular transport, cell-to-cell signaling and interaction, some molecules are part of signaling cascades that are active during development and morphogenesis or play a role in pathological conditions such as genetic disorders, cancer and connective tissue disorders.

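In network 7, the lipopolysaccharide co-receptor CD14 was 5.23-fold higher with Padma 28, and C5AR1, the receptor of complement C5a, at least 1.69-fold. The glycosyltransferase B4GALNT1 was at least 1.37-fold higher and KLHDC9, a kelch domain protein, at least 1.31-fold. C5AR1, B4GALNT1 and KLHDC9 were below background with EtOH. HEG1, a receptor of heart and vessel development, had a log2 difference of -1.18, and MAML2, a co-activator of Notch signaling, of -1.11. Of 30 network members with a probe set of their own, 9 were more than 2-fold higher and 2 lower, and 8 were below background on both arrays, among them TGFB1I1, counted here as higher.

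In Figure 3, 12 genes are shown as up-regulated, of which 11 have a probe set of their own, and 5 as down-regulated. Of these, 9 of the 11 and 2 of the 5 passed 2-fold in that direction on their brightest probe set. For the DNA glycosylase OGG1 this probe set was at 0.68 and another at -1.17, and for the chromatin remodeler CHD2 at -0.04 and -1.06. FAH, the last enzyme of tyrosine breakdown, was at 0.45 on its brightest probe set and at least 1.72-fold higher on a dim one. The network had been chosen by the paper on these arrays.

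**Figure D3:**
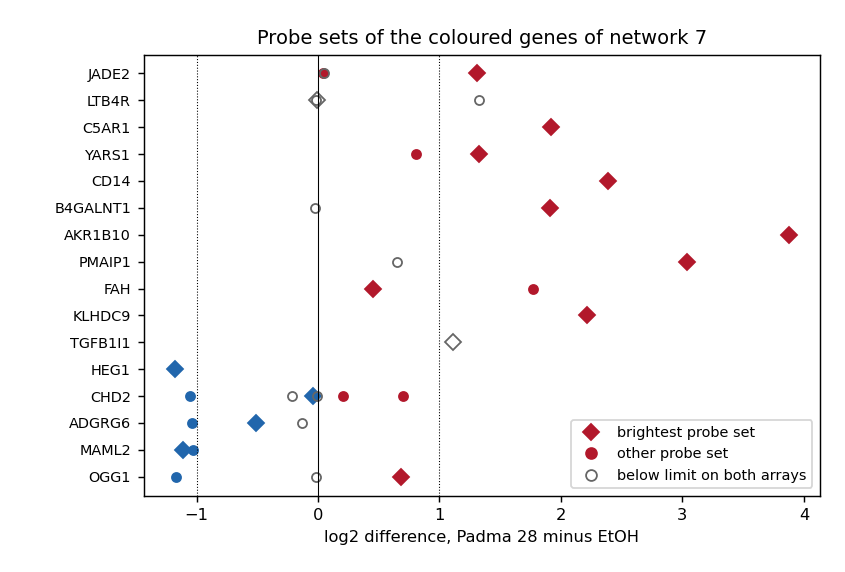
Log2 difference, Padma 28 minus EtOH, of every probe set of the genes coloured in network 7 with a probe set of their own, from 1 array per treatment. Diamonds are the brightest probe set of a gene, filled circles are its other probe sets, red is higher and blue lower, open symbols are below background on both arrays, and dotted lines mark 2-fold; the probe sets of OGG1 and CHD2 lie on both sides of 0.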

Interestingly, network analysis revealed that Padma 28 also modulates networks associated with cardiovascular system development and function as well as with inflammatory responses (network 7, Figure 3 and Additional file 1: Table S1), which appear to be central within the overlapping networks identified. Figure 4 shows the relationships of 18 overlapping networks, of which the top seven (with a score >20; Table 2), are highlighted in grey. 

**Figure 3:**
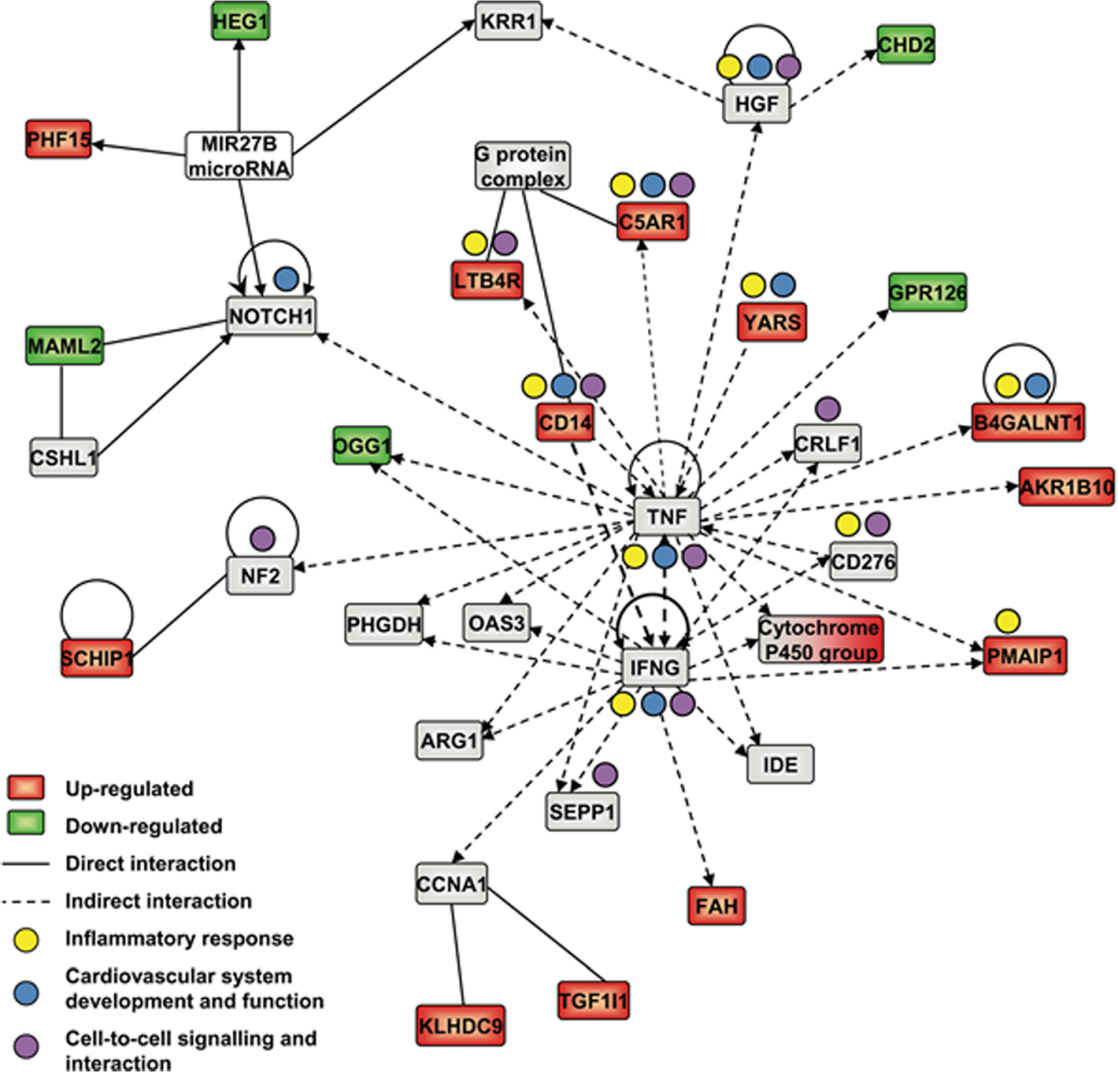
**Interactions of network 7.** Graphical presentation of network 7, obtained by IPA network analysis of microarray data of differential gene expression in HepG2 cells after exposure to 218 μg/ml Padma 28 ethanolic extract for 18 h.

**Figure 4:**
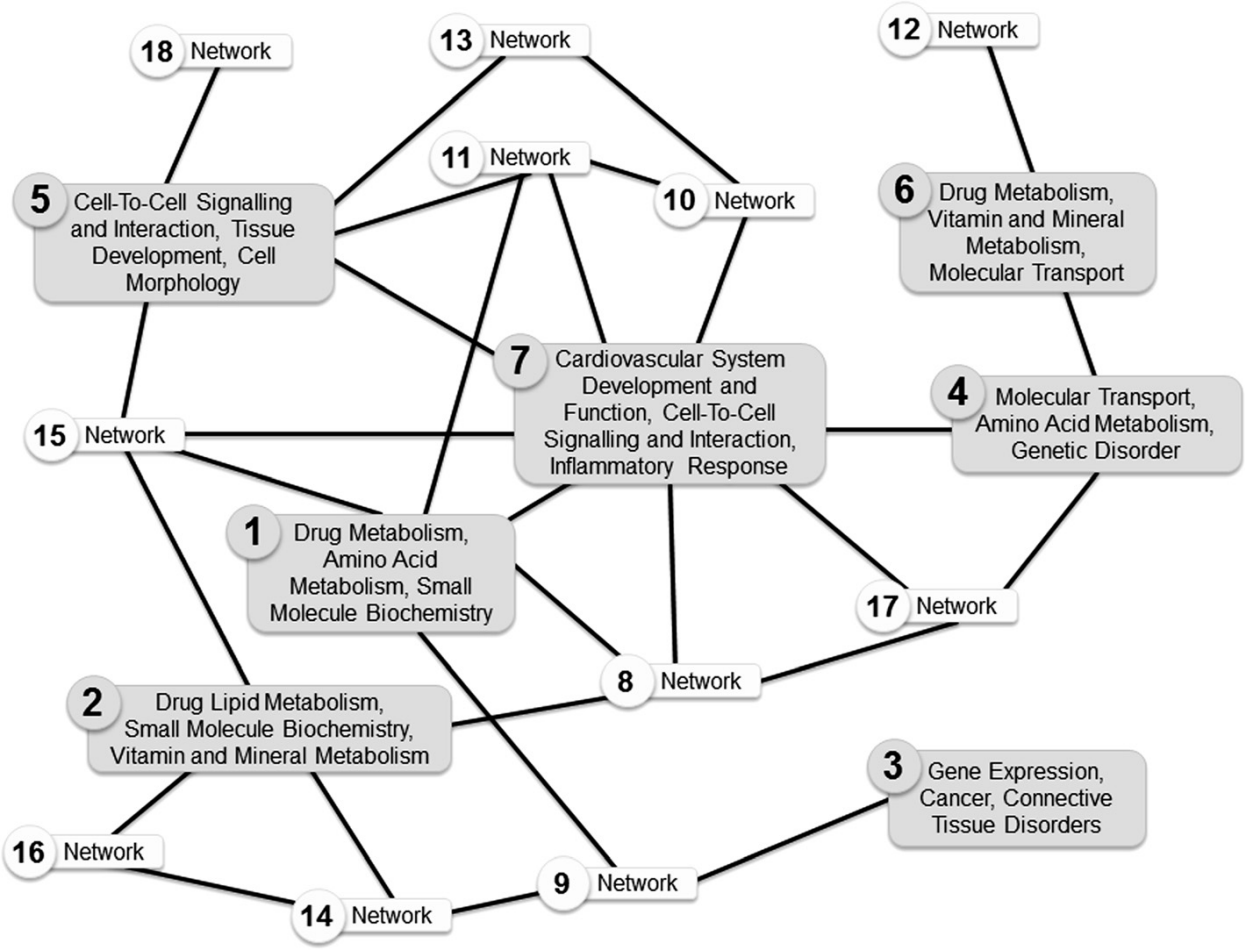
**Cellular processes and functions.** Overview on the network connections extracted from the findings of altered gene expression in HepG2 cells following Padma 28 treatment. Ingenuity network analysis identified 25 networks, of which 18 displayed various degrees of interrelationship such as molecules influencing other components within a network or molecules participating in more than one biological process, thus appearing in more than one network. The top seven networks with a score >20 are highlighted and labelled. Both up- and down-regulated identifiers were included in the analysis.

Furthermore, 21 canonical pathways were identified from the IPA library, which appeared with significance (p<0.05) in the dataset. The top six canonical pathways (p-value in the range of 3.8 × 10^-5^ to 4.7 × 10^-3^) are involved in the metabolism of xenobiotics by cytochrome P450 (CYP), glutathione metabolism, aminoacyl-tRNA biosynthesis, lipopolysaccharide (LPS)/interleukin-1 (IL-1)-mediated inhibition of retinoid X receptor (RXR) function, Nrf2-mediated oxidative stress response and aryl-hydrocarbon receptor (AhR) signaling (Table 2). qPCR analysis positively validated the differential expression of at least two genes in each pathway in five independent experiments (p<0.05). 

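Cytosolic aminoacyl-tRNA synthetases were higher with Padma 28 as a group, while the glutathione enzymes lay close to the limit of the random lists. All 5 aminoacyl-tRNA synthetases of Table 2 with a probe set of their own passed 2-fold, led by CARS1 with a log2 difference of 1.50 and YARS1 with 1.33. In the wider list of cytosolic synthetases, which attach amino acids to their tRNAs, 16 of 17 were above 0 and the median was 0.56, higher than all random lists. Over the 12 synthetases outside the tables and networks of the paper, a selection made after the data were seen, the median was 0.48. The mitochondrial synthetases were not shifted, with a median of 0.04 over 15 genes, at percentile 31.9, and none past 2-fold. Among the genes of glutathione metabolism in Table 2, the transferase GSTA1 was 6.09-fold and the peroxidase GPX2 2.32-fold higher. The qPCR change that the paper lists for GPX2 did not pass its limit of significance.

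Of the genes of Table 2 in each pathway, 9 of 10 passed 2-fold in the direction of the table in xenobiotic metabolism, 5 of 7 in glutathione metabolism, 10 of 12 in inhibition of RXR function, 9 of 10 in the Nrf2-mediated response and 6 of 9 in AhR signaling. The 10 in inhibition of RXR function include SULT1E1, which was below background with Padma 28, so only a fall of at least 1.03-fold holds. The monooxygenase FMO5 was 3.05-fold lower and the bile acid transporter SLCO1B3 2.54-fold lower. The genes of Table 2 had been selected by the paper on these arrays. In the wider list of 23 glutathione enzymes, 5 were more than 2-fold higher and the median was 0.15, at percentile 97.2. It passed the limit of the random lists under 6 of 11 alternatives, at up to percentile 99.98 without _x_at and _s_at probe sets. With the largest probe set it was at percentile 94.7, and over the 18 enzymes outside the tables and networks of the paper, with a median of 0.097, at 81.3.

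**Figure D4:**
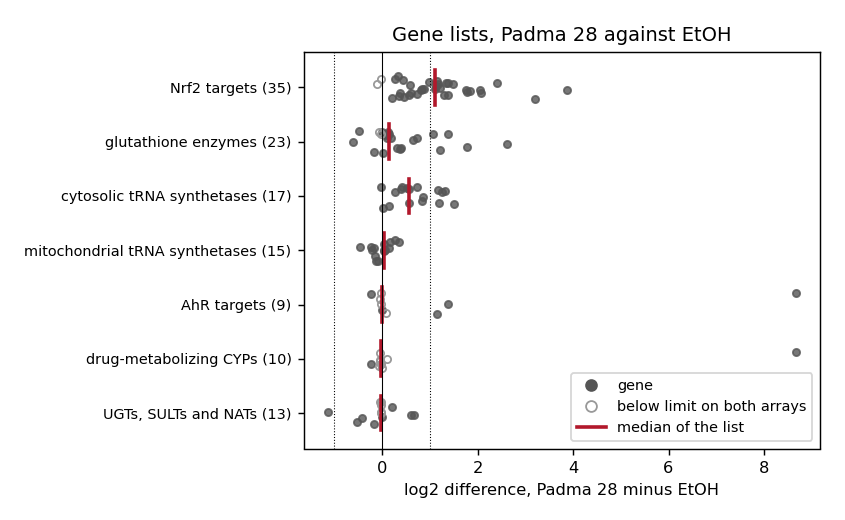
Log2 difference, Padma 28 minus EtOH, of the genes of 7 lists from 1 array per treatment, with the number of genes measured in brackets. Each point is a gene, open points are below background on both arrays, red bars are list medians, and dotted lines mark 2-fold; most cytosolic synthetases lie to the right of 0, while the mitochondrial ones lie around it.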

**Table 2:** Top canonical pathways and corresponding genes modulated by Padma 28 in HepG2 cells

		**Microarray (n=1)**		**RT-PCR (n=5)**	
**Pathway/Gene**	**Gene title**	**log2 (ratio)**	**Fold**	**Fold**	**P(H1)**
**Metabolism of xenobiotics by cytochrome P450** (*p*-value: 3.82E-05; ratio: 10/178)					
CYP1A1	cytochrome P450, family 1, subfamily A1	8.7	408.4	123.4 ± 31.1	0.001
PTGR1	prostaglandin reductase 1	4.8	27.9		
GSTA1	glutathione S-transferase alpha 1	2.6	6.1	4.5 ± 1.3	0.036
AKR1C2	aldo-keto reductase family 1, member C2	2.4	5.3	6.7 ± 1.2	0.007
AKR1C1	aldo-keto reductase family 1, member C1	2.1	4.3	6.7 ± 1.2	0.007
CYP4F11	cytochrome P450, family 4, subfamily F 11	1.7	3.2		
MGST1	microsomal glutathione S-transferase 1	1.6	3.0		
ALDH1L1	aldehyde dehydrogenase 1 family, member L1	1.6	3.0	4.1 ± 1.0	0.003
EPHX1	epoxide hydrolase 1, microsomal	1.3	2.5		
CYP2S1	cytochrome P450, family 2, subfamily S1	1.2	2.2	5.1 ± 1.5	0.018
**Glutathione metabolism** (*p*-value: 4,01E-04; ratio 7/92)					
GSTA1	glutathione S-transferase alpha 1	2.6	6.1	4.5 ± 1.3	0.036
GCLM	glutamate-cysteine ligase, modifier subunit	2.1	4.1		
GCLC	glutamate-cysteine ligase, catalytic subunit	1.7	3.3	5.8 ± 0.9	0.009
MGST1	microsomal glutathione S-transferase 1	1.6	3.0		
GPX2	glutathione peroxidase 2	1.2	2.3	0.3 ± 0.9	0.881
RAB15	RAB15, member RAS onocogene family	1.1	2.1		
IDH3A	isocitrate dehydrogenase 3 (NAD+) alpha	1.1	2.1		
**Aminoacyl-tRNA biosynthesis** (*p*-value: 4.24E-04; ratio 6/83)					
CARS	cysteinyl-tRNA synthetase	2.1	4.3	3.2 ± 0.6	0.001
YARS	tyrosyl-tRNA synthetase	1.3	2.5		
WARS	tryptophanyl-tRNA synthetase	1.2	2.4	3.8 ± 1.0	0.020
GARS	glycyl-tRNA synthetase	1.2	2.3		
AARS	alanyl-tRNA synthetase	1.2	2.3		
MARS	methionyl-tRNA synthetase	1.1	2.2		
**LPS/IL-1 mediated inhibition of RXR function** (*p*-value: 1.82E-03; ratio 12/205)					
GSTA1	glutathione S-transferase alpha 1	2.6	6.1	4.5 ± 1.3	0.036
CD14	CD14 molecule	2.4	5.3		
ABCC4	ATP-binding cassette, sub-family C, member 4	2.1	4.3		
ABCC3	ATP-binding cassette, sub-family C, member 3	1.8	3.5		
MGST1	microsomal glutathione S-transferase 1	1.6	3.0		
ALDH1L1	aldehyde dehydrogenase 1 family, member L1	1.6	3.0	4.1 ± 1.0	0.003
NR1H3	nuclear receptor subfamily 1, group H, member 3	1.5	2.8		
ALDH1A1	aldehyde dehydrogenase 1 family, member A1	1.3	2.5		
SLC35A2	solute carrier family 35, member A2	1.1	2.1		
SULT1E1	sulfotransferase family 1E, member 1	-1.3	-2.5		
SLCO1B3	solute carrier organic anion transporter 1B3	-1.3	-2.5		
FMO5	flavin containing monooxygenase 5	-1.9	-3.7		
**Nrf2-mediated oxidative stress response **(*p*-value: 2.92E-03; ratio 11/181)					
GSTA1	glutathione S-transferase alpha 1	2.6	6.1	4.5 ± 1.3	0.036
HMOX1	heme oxygenase (decycling) 1	2.1	4.3	5.3 ± 0.8	0.008
GCLM	glutamate-cysteine ligase, modifier subunit	2.1	4.3		
GCLC	glutamate-cysteine ligase, catalytic subunit	1.7	3.3	5.8 ± 0.9	0.009
NQO1	NAD(P)H dehydrogenase, quinone 1	1.7	3.2		
MGST1	microsomal glutathione S-transferase 1	1.6	3.0		
EPHX1	epoxide hydrolase 1, microsomal (xenobiotic)	1.3	2.5		
FTH1	ferritin, heavy polypeptide 1	1.3	2.5		
TXNRD1	thioredoxin reductase 1	1.3	2.5		
GPX2	glutathione peroxidase 2 (gastrointestinal)	1.2	2.3	0.3 ± 0.9	0.881
SLC35A2	solute carrier family 35 , member A2	1.1	2.1		
**Aryl Hydrocarbon Receptor Signaling** (*p*-value: 4.65E-03; ratio 9/150)					
CYP1A1	cytochrome P450, family 1, subfamily A1	8.7	408.4	123.4 ± 31.1	0.001
GSTA1	glutathione S-transferase alpha 1	2.6	6.1	4.5 ± 1.3	0.036
NQO1	NAD(P)H dehydrogenase, quinone 1	1.7	3.2		
FAS	Fas (TNF receptor superfamily, member 6)	1.7	3.2		
MGST1	microsomal glutathione S-transferase 1	1.6	3.0		
ALDH1L1	aldehyde dehydrogenase 1 family, member L1	1.6	3.0	4.1 ± 1.0	0.003
ALDH1A1	aldehyde dehydrogenase 1 family, member A1	1.3	2.5		
SLC35A2	solute carrier family 35, member A2	1.1	2.1		
NCOA2	nuclear receptor coactivator 2	-1.1	-2.1		

The p-value is a measure of the probability of the association of a specific pathway and the dataset. The ratio indicates the number of molecules in a given pathway from the input dataset that meet the cut-off criteria (fold change of 2) divided by the number of molecules that make up that pathway in the database.

### Effect of treatment on Nrf2-mediated oxidative stress response

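Nrf2 target genes were higher with Padma 28 as a group. Of 35 genes with known antioxidant response elements, 18 were more than 2-fold higher and none was lower, and all 33 that were above background had values above 0. The pirin gene PIR was 4.20-fold higher, sulfiredoxin SRXN1 had a log2 difference of 1.75, the growth inhibitor OSGIN1 of 1.48 and thioredoxin reductase TXNRD1 of 1.29. Transaldolase TALDO1, of the pentose phosphate pathway, was at 1.10 and glutathione reductase GSR at 0.73. The transcript of Nrf2 itself, NFE2L2, differed by -0.13.

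The median of the list was 1.10, above each of the random lists. Many of its members stand in the tables of the paper, and without those and the members of its networks, as chosen after the data were seen, the remaining 18 genes had a median of 0.51, also above each random list.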

Based on the observation that Padma 28 up-regulates various genes of the Nrf2-mediated oxidative stress response in the microarray analysis and the fact that Nrf2 is a transcriptional activator of ARE-mediated gene expression, we used the CellSensor® ARE-bla HepG2 cell system to verify Padma 28-induced transcriptional activation of ARE-driven reporter gene expression. As shown in Figure 5, treatment of HepG2 cells with Padma 28 for 18 h dose-dependently stimulated ARE-driven β-lactamase expression. Within a concentration range of 25–200 μg/ml, Padma 28 induced ARE-mediated transcriptional activity 1.7 ± 0.2 to 4.7 ± 0.8-fold. Quercetin at 25 μM showed nearly the same transactivation potency (1.9 ± 0.2-fold induction) as PADMA 28 at doses of 25 μg/ml. 

**Figure 5:**
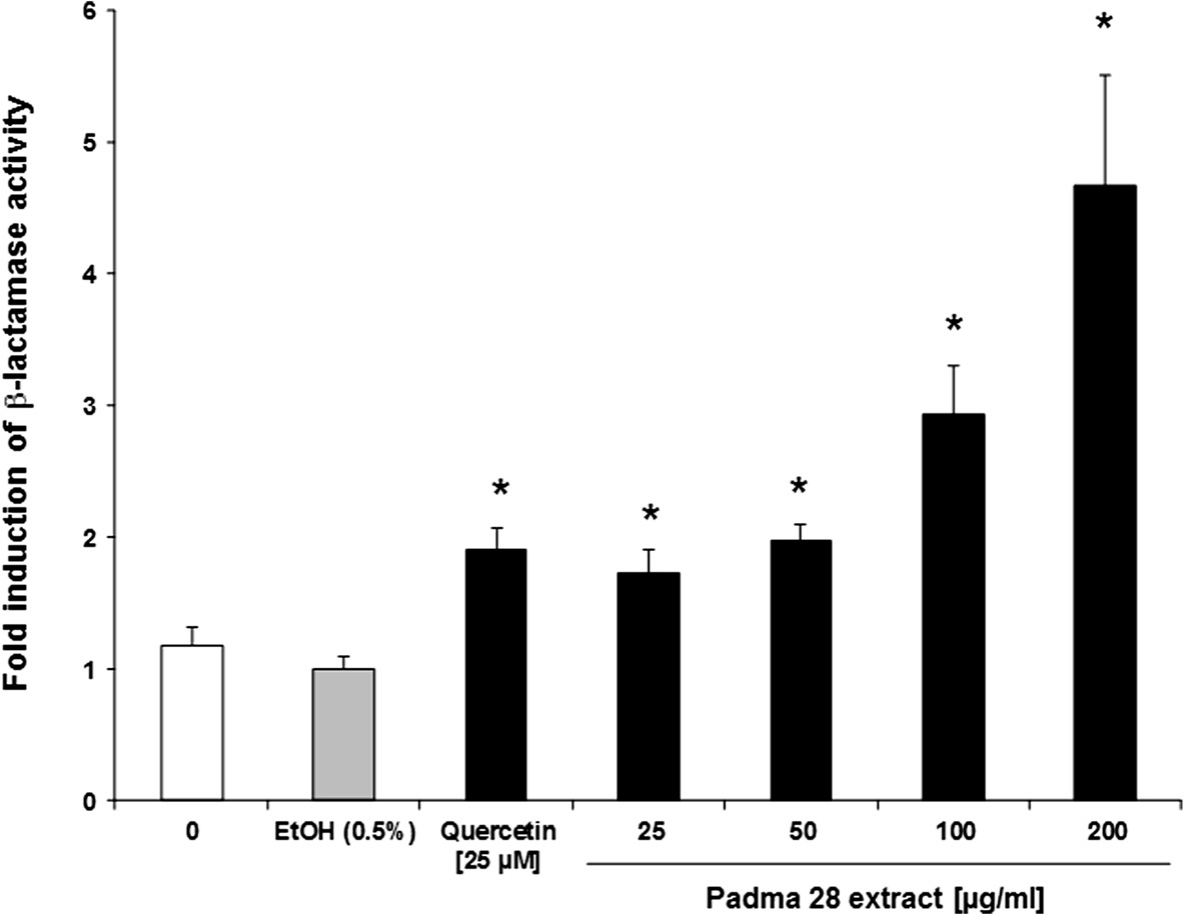
**Activation of the antioxidant response element (ARE)-driven β-lactamase reporter gene expression.** CellSensor® ARE-bla HepG2 cells were treated with Quercetin [25 μM], as a positive control, and increasing concentrations of Padma 28 (25–200 μg/ml) for 18 h. The mean fold induction of β-lactamase activity, as a measure of ARE-mediated transcriptional activation, is shown relative to the solvent control (set to 1). Mean values ± S.E.M. of four independent experiments run in quadruplicates (*p<0.05, compared to the solvent control) are shown.

### Effect on heme oxygenase 1 gene (HMOX) and protein (HO-1) expression

Based on the finding that inducible HMOX was up-regulated in the microarray experiment (4.3-fold), as validated by qPCR (5.3 ± 0.8-fold), western blot analysis was performed under the same culture conditions to confirm the up-regulation of HO-1 at the protein level. 

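HMOX1, the inducible heme oxygenase that opens the heme ring, is represented by a single probe set. Its log2 value was 8.02 with EtOH and 10.07 with Padma 28, well above background on both arrays, which is 4.15-fold higher. HMOX2, the constitutive heme oxygenase, differed by 0.58. Biliverdin reductase B, BLVRB, was at 1.15 and biliverdin reductase A, BLVRA, at 0.14. ALAS1, the first enzyme of heme synthesis, was at 0.80. Of 15 genes of iron and heme metabolism, BLVRB and ferrochelatase FECH, the latter 4.95-fold higher, were more than 2-fold higher and none was lower. The median of these genes was 0.14, at percentile 88.3.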

As shown in Figure 6, expression of HO-1 was dose-dependently induced after treatment of HepG2 cells with Padma 28 ethanolic extract for 18 h, whereas HO-1 protein was undetectable in untreated and solvent-treated cells. 

**Figure 6:**
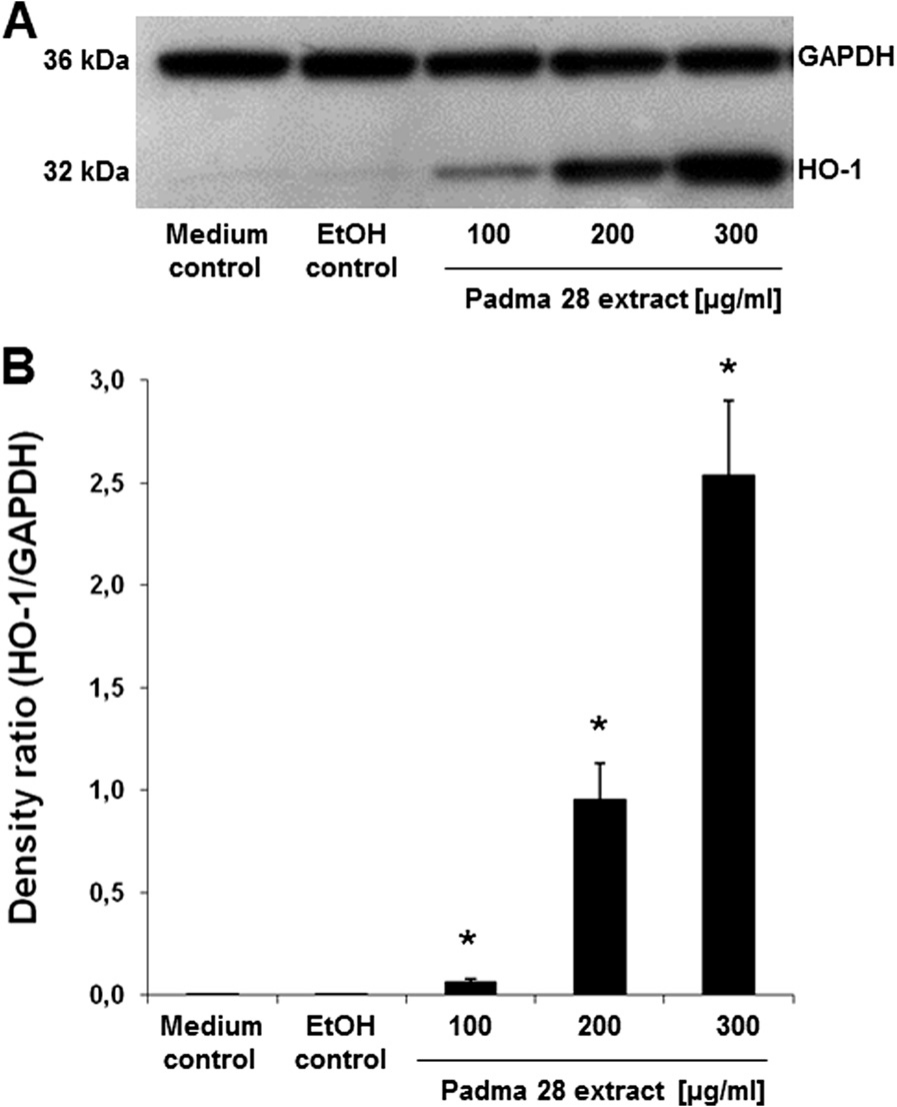
**Heme oxygenase-1 (HO-1) protein expression.** Stimulation of heme oxygenase-1 (HO-1) expression after treatment of HepG2 cells with increasing concentrations of Padma 28 (100–300 μg/ml) for 18 h. (**A**) A representative western blot of HO-1 protein expression is shown. (**B**) Densitometric analysis of HO-1/GAPDH expression. Mean values ± S.E.M. of three independent experiments (*p<0.05, compared to the solvent control) are shown.

## Discussion

In traditional medical systems, combinations of herbs and natural materials are often used in the treatment of multifactorial diseases [35]. However, evaluation of the molecular mechanisms modulated by complex multicomponent preparation in living cells is often limited because of the chemical diversity and multiple effects on a variety of molecular targets. Functional redundancy and regulatory loops add further complexity to the interaction networks responsible for biological actions [36,37]. Re-establishment of a healthy state following disease development requires interventions on multiple targets at different levels [38-40].

Here, we employed the effects of the well-studied Indo-Tibetan polyherbal remedy Padma 28 on HepG2 cells using a microarray approach to gain deeper insights into multi-target effects of polyherbal preparations.

We used the ORAC method to reveal a peroxyl-radical scavenging activity of 2006 ± 235 μmol TE/g, which is much higher than that of other herbal preparations. Liao et al. reported an ORAC range of 40–940 μmol TE/g for 35 herbs used in traditional Chinese medicine, with a further eight showing antioxidant capacities of 1000–1500 μmol TE/g and only two approaching the level of Padma 28 [41]. Of note, the antioxidant capacity of herbal preparations may depend not only from the plant species used, but also from other factors e.g. the extract processing procedure or the storage under non oxidizing conditions. Also, in cultivated HepG2 cells, Padma 28 ethanolic extract showed a considerable antioxidant capacity by dose-dependently decreasing peroxyl-radical-induced intracellular ROS levels. These results are consistent with previous reports about the concentration dependent antioxidant and pro-oxidant ability of Padma 28 [42,43]. Beside peroxyl radical, other ROS such as superoxide, hydrogen peroxide, hydroxyl and alkoxyl radicals, as well as reactive nitrogen species (RNS) are produced under (patho-)physiological conditions and may be neutralized by antioxidant compounds [44,45].

To investigate genome-wide transcriptional alterations in treated HepG2 cells, we used a concentration of the extract equal to the IC50 value of growth after 72 h (218 μg/ml), but limited the incubation period to 18 h, where cell viability was not yet affected (data not shown). At this concentration, AAPH-induced ROS level in HepG2 cells was significantly decreased. A total of 578 genes were more than two-fold differentially regulated following Padma 28 treatment compared to the solvent control. However, the extent of regulation was mostly moderate and only 24 genes showed a four-fold or higher increase in gene expression, whereas nine were down-regulated at least four-fold. Notably, despite the weakness of regulation, the gene expression change of 12 selected transcripts was confirmed by qPCR in five independent experiments, implicating the robustness of the experimental design. According to the biological response fingerprinting (BioReF) approach of Rong et al. [46], this set of validated transcripts may be used as a signature pattern, which may be specific for the biological response of Padma 28 in HepG2 cells. Thus, qPCR analysis of marker genes might serve as a sensitive and cost-effective method for quality assessment and batch-to-batch comparison of polyherbal formulations. However, these results should be confirmed by further experiments using different incubation times, treatment concentrations and other cell models.

One of the major findings of this microarray analysis was the differential expression of phase I and II metabolic enzymes upon treatment of HepG2 cells with Padma 28. 

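Among the enzymes of phase I, CYP4F11, a fatty acid hydroxylase, was higher with Padma 28 by a log2 difference of 1.74, and the epoxide hydrolase EPHX1 by 1.33. Of 10 cytochromes P450 of drug metabolism with a probe set of their own, CYP1A1 was more than 2-fold higher and none was lower. Of these, CYP1B1, CYP2A6, CYP2B6, CYP2C8, CYP2D6, CYP2E1, CYP3A4 and CYP3A5 were below background on both arrays. Of the conjugating enzymes of phase II, the glutathione transferases GSTA1 and MGST1 were 6.09-fold and 2.09-fold higher. The sulfotransferases SULT1C2 and SULT1A1 were at 0.67 and 0.61, the glucuronosyltransferase UGT2B4 was at -0.53, and the estrogen sulfotransferase SULT1E1, below background with Padma 28, was at least 1.03-fold lower. The export pump ABCC3 was 3.58-fold higher and ABCC4 2.18-fold.

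Of 13 glucuronosyltransferases, sulfotransferases, acetyltransferases and methyltransferases, a list without the glutathione transferases, none above background on both arrays passed 2-fold, with a median of -0.02 at percentile 23.4. For the drug-metabolizing cytochromes the median was -0.03, at percentile 71.8. A second probe set of ABCC4, below background with EtOH, was at least 1.75-fold higher.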

The CYP superfamily plays an essential role in detoxification phase I metabolism reactions of a wide range of xenobiotics including therapeutic agents, food additives, cruciferous vegetables and herbal components [47-50]. The majority of CYP-mediated drug biotransformation reactions are catalysed by CYP1A2, 2C9, 2C19, 2D6 and 3A4, and, to a limited extent, CYP2C8, 2B6 and 3A5 [47,51]. Other CYP isoenzymes such as CYP1A1, 1B1, 2A6, and 2E1 are modulated by only a few, if any, therapeutics [51].

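CYP1A1, a monooxygenase of polycyclic aromatic hydrocarbons, had the largest log2 difference of all 19,775 genes, at 8.67. Its single probe set was at 3.76 with EtOH, below background, and at 12.43 with Padma 28. Against the background limit of the EtOH array this is at least 290-fold higher. CYP1A2, a related isoenzyme, was near background on both arrays and differed by -0.24. The size of the CYP1A1 value depends on the low end of the scale, since adding 16 or 64 to both linear values gave log2 differences of 7.55 and 6.17.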

In the present study, the isoenzyme CYP1A1 was differentially expressed to the greatest extent. It is of a particular interest because of its implication in the metabolic activation of some exogenous pro-carcinogens or endogenous molecules [52]. Interestingly, CYP1A1 also exerts important functions in the detoxification of environmental carcinogens and the metabolic conversion of dietary compounds into substances with cancer preventive properties [53,54]. As many phytochemicals are known to interact with CYP1A1 and AhR signaling, a deeper examination of the regulation of CYP1A1 by herbal components is of pharmacological relevance [55]. In general, CYP1A1 expression is mediated by the aryl hydrocarbon receptor (AhR) transcription factor. Additionally, AhR signaling is involved in many cellular processes such as cell growth, apoptosis, hypoxia signaling, cell adhesion and cell matrix metabolism [56-58]. AhR induces the expression of several phase II xenobiotic metabolizing enzymes, such as glutathione S-transferase alpha 1 (GSTA1), NAD(P)H: quinone oxidoreductase 1 (NQO1), microsomal glutathione S-transferase 1 (MGST1) or aldehyde dehydrogenase 1 family member L1 (ALDH1L1). 

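Enzymes under AhR control that were higher with Padma 28 included ALDH1L1, a folate dehydrogenase, at 3.01-fold and the aldehyde dehydrogenase ALDH1A1 at 2.44-fold. The microsomal glutathione transferase MGST1 was 2.09-fold higher and CYP2S1, a cytochrome P450 induced by dioxin, 2.23-fold. The ADP-ribosyltransferase TIPARP, another AhR target, was at a log2 difference of -0.0017 and AHR itself at -0.65. The receptor repressor AHRR and the target genes ALDH3A1 and UGT1A6 were below background on both arrays. This holds only for the probe sets that belong to these genes alone.

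Of 9 genes listed as AhR targets, 3 were more than 2-fold higher, namely CYP1A1, CYP2S1 and NQO1, and none was lower. The list median was -0.0017, at percentile 90.7. With probe sets shared by several genes counted, it was 0.0767, at percentile 89.7.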

Interestingly, in the present study, several AhR regulated enzymes were up-regulated by Padma 28 treatment in HepG2 cells (Table 2).

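NUPR1, a chromatin-associated stress protein, was 6.27-fold higher with Padma 28, at a log2 value of 9.82 against 7.17 with EtOH. Among the targets of ATF4, the transcription factor DDIT3 had a log2 difference of 1.51 and the pseudokinase TRIB3 one of 1.22. Genes of mitosis did not pass 2-fold. Their 23 values had a median of -0.06, with the checkpoint kinase BUB1 at -0.98, the kinesin CENPE at -0.48 and the proliferation marker MKI67 at -0.37. Of 22 genes of DNA replication none passed 2-fold, with a median of 0.19 and the initiation factor CDC6 at 0.74.

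The median of the mitosis list was at percentile 2.39 and that of the replication list at percentile 98.0, outside the middle 95% of the random lists. With the columns quantile-normalized again they were at percentiles 3.30 and 94.9, inside it. With the largest probe set the mitosis median was -0.22, at percentile 0.13, and without _x_at and _s_at probe sets -0.24, at percentile 0.02, while the replication median without them was 0.075, at percentile 79.6.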

The effect of Padma 28 on cell growth and apoptosis has been illustrated by the >six-fold increase of nuclear protein 1 (NUPR1), which responds to proapoptotic stimuli and promotes cellular growth to counteract diverse injuries [59]. In addition, up-regulation of NQO1 by Padma 28 indicates an involvement of apoptosis and hypoxia signalling, since NQO1 is able to stabilize the p53 tumour suppressor protein, especially under oxidative stress conditions [60].

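NQO1, a quinone reductase, was 2.61-fold higher with Padma 28, at a log2 value of 14.16 against 12.77 with EtOH, and its other two probe sets had log2 differences of 1.61 and 1.69. Targets of p53 were not shifted as a group. Of 17, only PMAIP1 was more than 2-fold higher and none was lower. The cell cycle inhibitor CDKN1A was at -0.02, the p53 ligase MDM2 at 0.02 and the oxidoreductase TP53I3 at 0.67. FAS, which the paper tabulates, was 1.41-fold higher on its brightest probe set. Its dimmer probe sets above background were 1.63-fold, 2.31-fold and at least 3.15-fold higher. Of 18 targets of the hypoxia-inducible factors none was more than 2-fold higher and the glucose transporter SLC2A3 was lower, at -1.20. The prolyl hydroxylase P4HA1 was at -0.55, hexokinase HK2 at -0.52 and the growth factor VEGFA at -0.01. The other HK2 probe set above background was at 0.16.

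The p53 list had a median of 0.02, at percentile 29.6, and the hypoxia list one of -0.10, at percentile 1.35. With the median over probe sets the hypoxia list was at percentile 3.20, inside the limit of 2.5. Without the genes of the paper's tables and networks, as chosen after the data were seen, its median was -0.046, at percentile 8.03.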

As expected from a pleiotropic acting antioxidant remedy, Nrf2-regulated stress response genes were also differentially expressed following Padma 28 treatment (Table 2). Nrf2 is a transcriptional activator for the ARE-mediated induction of antioxidant and phase II-detoxifying genes such as HMOX or glutathione S-transferase (GST), which protect cells and tissues from oxidative damage [11]. To validate this result, we showed that ARE-promoter driven β-lactamase expression was dose-dependently induced in a reporter cell line transactivation assay (Figure 5). We also observed a significant up-regulation of further antioxidant and detoxification genes such as HMOX, glutamate-cysteine ligase modifier (GCLM) and catalytic (GCLC) subunits, aldo-keto reductase family 1, member C1 (AKR1C1) and member C2 (AKR1C2) in the microarray analysis (Table 2). 

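GCLM, the modifier subunit of the enzyme that starts glutathione synthesis, was 3.44-fold higher with Padma 28 and the catalytic subunit GCLC 2.60-fold. All 3 probe sets of each gene were higher, up to a log2 difference of 2.53 for GCLM and 1.74 for GCLC. The aldo-keto reductase AKR1C2 was 2.26-fold higher and AKR1C1 1.99-fold, from transcripts that were already among the brightest on the EtOH array, at log2 values of 13.72 and 14.22. The related AKR1C3 had a log2 difference of 0.88.

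The AKR1C transcripts are closely similar, and the probe sets used for AKR1C1 and AKR1C2 are of the _x_at type, which can pick up related sequences. Without _x_at and _s_at probe sets AKR1C1 was at 2.36, while AKR1C2 was left with a probe set below background at -0.02. The paper states that Padma 28 activates the transcription of cytoprotective genes.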

The induction of heme oxygenase expression upon treatment of HepG2 cells with Padma 28 could be confirmed at both the transcript (Table 1) and protein level (HO-1, Figure 6). The expression of heme oxygenase-1 is associated with therapeutic benefits in a number of pathologic conditions such as atherosclerotic vascular disease and inflammation [61]. A number of natural and synthetic molecules have been reported to induce HO-1 as additive mechanism responsible for their therapeutic effects [62].

The network visualization of the interaction of differentially expressed genes provides a link between transcriptional changes and their functional consequences in biological processes. We observed interference of the herbal preparation with molecules relevant to cardiovascular system development and function, cell-to-cell signaling and interaction and inflammatory responses (Figure 3 and Additional file 1: Table S1, network 7) within a centrally arranged subnetwork. 

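The transcripts of TNF and IFNG were below background on both arrays. TNF was at a log2 value of 2.06 with EtOH and 2.04 with Padma 28, and IFNG at 2.27 and 2.25. Of the inflammatory targets of NF-κB, the inhibitor TNFAIP3 was at a log2 difference of -0.64, the chemokine CCL20 at -0.62 and CXCL8 at 0.22. Among the interferon-induced genes, the exonuclease ISG20 was at 0.94, OAS1, an activator of RNase L, at 0.81 and IFIT1 at -0.41. The transcription factor IRF1 was at 0.63 and its other probe set at -0.09. Another ISG20 probe set, at a mean level of 6.91 against 6.92, was past 2-fold, at 1.03. Of the acute phase proteins, CD14 was more than 2-fold higher, from a log2 value of 4.36 with EtOH, just above the limit. Ceruloplasmin CP was more than 2-fold lower, at -1.08, while its probe sets above background ranged from -1.08 to 0.44.

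None of 15 NF-κB targets and none of 17 interferon-induced genes passed 2-fold on the brightest probe set, and 7 and 10 of them were above background. Their medians of -0.03 and -0.0081 were at percentiles 31.7 and 93.6, and that of 12 acute phase genes was -0.04, at percentile 14.1.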

Within this subnetwork, tumor necrosis factor (TNF) and interferon gamma (IFNG) have a central position. TNF is a principal mediator of the acute inflammatory response and coordinates the proliferation and protective functions of pathogen-reactive cells [63]. TNF is engaged in the activation of various pathways under both pathological and physiological conditions, and shows a remarkable functional duality, thus being also responsible for many of the systemic complications of severe infections [64]. The pro-inflammatory cytokine interferon gamma (IFNγ) plays a central role in the cellular immune response, as it induces several immuno-regulatory pathways and cellular response signals e.g. via the Janus activated kinase (JAK)-signal transducer and activator of transcription (STAT) pathway [65,66]. Beside anti-microbial and inflammatory responses, IFNγ also interferes with growth suppression, cell death, tumor immunity and autoimmunity [66].

The strong interconnection of network 7 with other subnetworks might indicate that the represented interactions are involved in the regulation of some important cell behavior, as the removal of this part would affect the whole interaction network [38]. However, it should be kept in mind that transcriptional signatures are time and dosage dependent. Therefore, these results should be further validated using additional experimental approaches in order to design a more comprehensive activity model of Padma 28 that reflects also low-dose and long term effects. The application of “omics” technologies in multicomponent activity assessment is suggested to be most useful when applied in an iterative strategy in combination with focused bioassay [23]. Moreover, the interaction databases used for network generation might influence the result. Thus, our experimental findings must be interpreted with caution and a broader experimental design is necessary to use such data in the context of a comprehensive risk-benefit assessment.

## Conclusions

In the present study, we show that the Indo-Tibetan polyherbal remedy Padma 28 displays both direct and indirect antioxidant capacities and exerts a variety of actions including the transcriptional activation of cytoprotective genes. The identification of a number of potential key molecules and signaling cascades that are differentially regulated upon cell treatment *in vitro*, supports the hypothesis for a pleiotropic mode of action. The results agree with several previous studies that described antioxidant, anti-inflammatory and anti-atherosclerotic properties using different experimental approaches.

The combination of molecular and pathway-based bioassays with unbiased transcriptome analysis has proved to be a valuable strategy in multicomponent activity assessment. Nevertheless, the selection of an appropriate experimental design, the cellular model system and the verification of findings in an iterative manner is necessary to generate valuable results.

## Methods

### Preparation of polyherbal extracts

The Indo-Tibetan polyherbal preparation Padma 28 (*Swissmedic Nr.* 58436) was provided by PADMA Inc. (Schwerzenbach, Switzerland) and contains twenty individual herbs (Aegle sepiar fructus, Amomi fructus, Aquilegiae vulgaris herba, Calendulae flos cum calyce, Cardamomi fructus, Caryophylli flos, Costi amari radix, Kaempferiae galangae rhizome, Lactucae sativae folium, Lichen islandicus, Liquiritiae radix, Meliae tousend fructus, Myrobalani fructus sine semine, Plantaginis lanceolatae folium, Polygoni avicularis herba, Potentillae aureae herba, Santali rubri lignum, Sidae cordifoliae herba, Valerianae radix and Aconiti tuber as well as D-Camphora and Calcii sulfas hemihydricus). The raw materials cultivation fulfills the basic requirements of the European Medicines Agency-Good Agricultural Procedure (EMA-GACP) standards. All raw materials are processed according to Good Manufacturer Practice (GMP) guidelines. Pharmaceutical analysis of 1 g of the preparation was performed by Phytolab (Vestenbergsgreuth, Germany, http://www.phytolab.com/de) and revealed the composition of 2.1% essential oils, 0.1% flavonoids, 2.9% tanning agents, 0.006% sesquiterpenes, 2.34% ortho-dihydroxycinnamic acid, 0.012% imperatorin and 0.37% glycyrrhizic acid.

5 g of Padma 28 powder was extracted using 25 ml of 70% ethanol (v/v) at room temperature for 24 h. After centrifugation (4.000 × g for 30 min), the supernatant was sterile filtered and stored light protected at room temperature for analysis. The final concentration of the extract was determined by vacuum evaporation using a rotary evaporator at 40°C and weighting the remaining mass of the extract, which revealed a yield of 33.1 ± 2.2% of the starting material. The final concentration of the extract used for analysis was indicated as mg dry weight/ml of solvent.

### Oxygen Radical Absorbance Capacity (ORAC) assay

The ORAC assay was applied to determine the capacity to scavenge peroxyl-radicals after extraction with 70% ethanol and was performed as described previously [67,68]. The final ORAC values were expressed as μmol Trolox equivalents per gram of dried powder (μmol TE/g).

### Cell culture

The human hepatocellular carcinoma cell line HepG2 (DSMZ, Germany) was cultured in Dulbecco’s Modified Eagle’s Medium (DMEM, Gibco, Germany) supplemented with 10% (v/v) dialyzed fetal bovine serum (FBS, Gibco, Germany) at 37°C in a humidified atmosphere containing 5% CO2.

For cultivation of the CellSensor® ARE-bla HepG2 cell line (Invitrogen, Austria) the medium was additionally supplemented with 0.1 mM non-essential amino acids, 100 U/ml penicillin, 100 μg/ml streptomycin and 5 μg/ml blasticidin (all Invitrogen, Austria). This reporter gene cell line was used to investigate the transcriptional activation of ARE-mediated gene expression upon Padma 28 treatment.

During the experiments, the cultures were maintained in antibiotic-free medium.

### Cell viability assay

To measure viability of HepG2 cells the CellTiter-Blue™Cell Viability Assay (Promega, Germany) was used, which provides a fluorometric method using the indicator dye resazurin to estimate the number of viable cells. HepG2 cells (2 × 10^4^/well) were seeded into 96-well plates, cultured for 24 h and then either left untreated or treated with solvent (0.9% EtOH, v/v) or increasing doses of extract (12.5 - 400 μg/ml) for 72 h. Thereafter, 10% (v/v) CellTiter-Blue™ reagent was added. After 2 h of incubation the fluorescence at 544/590 nm was determined using a Fluoroskan Ascent FL plate-reader (Thermo Labsystems, USA). The half maximal (50% inhibitory) concentration (IC50) was calculated using the original concept of Chou and Talalay by using the CalcuSyn software (Biosoft, UK) [69].

### Measurement of intracellular ROS

Relative changes of intracellular ROS levels in HepG2 cells were monitored by using the fluorescent probe 2’,7’-dichlorofluorescin diacetate (DCFH-DA) as a substrate and 20 μM Quercetin (Sigma-Aldrich, Austria) as a positive control, as described previously [70]. DCFH-DA diffuses through cell membranes and is hydrolyzed by intracellular esterases to non-fluorescent 2',7'-dichlorofluorescin (DCFH), which is subsequently trapped within the cell. In the presence of ROS, DCFH is rapidly oxidized to highly fluorescent 2'-7'- dichlorofluorescein (DCF). The intensity is proportional to the amount of intracellular ROS [71,72].

### RNA preparation

After 24 h of cultivation (5×10^6^ HepG2 cells/ T-75 flask), triplicates of sub-confluent cells were incubated with solvent (0.9% EtOH v/v) or the extract at a concentration corresponding to the IC50 value determined after 72 h (218 μg/ml). 18 h after treatment, total RNA was isolated from pooled cells of extract- and solvent-treated cells using RNeasy Mini Kit (Qiagen, Germany). A DNase (Qiagen, Germany) digest step was added to the protocol. The isolated RNA was quantified at 260/280nm and the quality of total RNA was controlled by the ratio of 18S/28S ribosomal band intensities in an ethidium bromide-containing 1% agarose gel after electrophoresis.

### Gene expression analysis

Gene expression analysis was performed using Affymetrix Human Genome U133 Plus 2.0 Arrays (Affymetrix, Santa Clara, CA). cRNA synthesis, labelling as well as chip hybritisation and image scanning was performed according to the Affymetrix protocol by ImaGene (Germany). All data preprocessing was done in R version 2.8.1 (R Development Core Team 2008). In order to calculate absolute expression values, the BioC GC Robust Multi-array Average (GCRMA) package R version 2.14.1 was used for background correction, normalization, and summarization [73,74]. Background correction is based on a model, which includes GC content information from the probe sequences. As a normalization algorithm, GCRMA uses quantile normalization [75]. The summarization step is a robust multichip model using median polish. Relative log2 ratios were calculated by subtracting the preprocessed absolute expression values of the control group from the treatment group. Unspecific filtering was applied to remove uninformative probe-sets without the use of a priori phenotypic data, to reduce the number of probe sets that have been used in subsequent data mining. The probe sets were ranked according to their relative expression values. A log2 ratio threshold of higher/lower than 1 (fold change > 2) and -1 (fold change < -2), was used. Microarray data are deposited at Gene Expression Omnibus (GSE40580).

### Pathway and network analysis

Ingenuity® Pathway Analysis (IPA, http://www.ingenuity.com, Ingenuity® Systems, USA) was used to inter-connect differential expressed genes in a context specific manner within signaling and metabolic pathways, molecular networks and biological processes that are most significantly perturbed. A cut off value of 1.0 (log2 ratio) was set as a threshold for up- and down-regulation. IPA-Core analysis integrates experimental data with its knowledge base containing a repository of molecular interactions and functional annotations extracted from selected, manually curated, literature sources and databases. IPA version 8.6 (content version 3002) has been used with following filter settings: (species = Uncategorized (e.g. chemicals) OR Human) AND (data sources = Additional interactions OR Ingenuity Expert Findings OR MicroRNA-mRNA interactions OR Protein-protein interactions).

The significance of the association between the data set and the canonical pathways identified was measured by Fisher’s exact test. This was followed by Benjamini-Hochberg (BH) multiple testing correction to calculate a p-value determining the probability that the association between the genes in the data set and the canonical pathway can be accounted for by chance only. The generated networks were ranked by a score based on the inverse log of a p-value generated using the same Fisher’s exact test as above. This considers the number of genes that participated in a given network relative to the total number of genes in the global molecular network stored in the Ingenuity pathway knowledge base. A score of three indicates that there is a 1/1,000 chance that the focus genes are in a network due to random chance. Therefore, scores of three or higher have a 99.9% confidence level of not being generated by random chance alone.

### ARE-GeneBLAzer β-lactamase reporter gene assay

The CellSensor® ARE-bla HepG2 (Invitrogen, Austria) cell line contains a reporter system, in which the expression of the bacterial β-lactamase gene is controlled by a cis-acting ARE response element, which can be induced through the corresponding endogenous transcription factor Nrf2. 7.5 × 10^4^ ARE-bla HepG2 cells/ well were plated into a 96-well plate. 7 h after seeding, the cells were either left untreated or treated with quercetin [25 μM] as a positive control in the presence of 0.5% DMSO (v/v) or extract (25 - 200 μg/ml) in the presence of 0.5% EtOH (v/v). 18 h after treatment, cells were loaded with LiveBLAzer™-FRET B/G substrate CCF4-AM (Invitrogen, Austria) for 2 h, according to the manufacturer’s protocol. β-lactamase expression was determined by enzyme-mediated cleavage of the fluorescence resonance transfer (FRET) substrate [76]. Fluorescence emissions (414/460 nm and 414/538 nm) were measured with a Fluoroskan Ascent FL plate-reader (Thermo Labsystems, USA). The response ratios were calculated as the mean fold induction of beta-lactamase activity relative to the solvent control (set to 1).

### Quantitative real-time polymerase chain reaction (qPCR)

Single-stranded cDNA was synthesized from 1 μg total RNA using random primers and 200 U SuperScript II Reverse Transcriptase (Invitrogen, Austria) according to the manufacturer’s instructions. qPCR analysis was performed in a total volume of 20 μl, using 20 ng cDNA, 200 nM specific primers and SensiMixPlus SYBR (Bioline, Austria) on the Mx3005P cycler (Stratagene, Netherlands) under the following conditions: 95°C 600 sec; 40 cycles: 95°C 15 sec, 60°C 15 sec, 72°C 20 sec (fluorescence acquisition). All cDNAs were analyzed in triplicates from five independent experiments. For each primer pair (see Additional file 1: Table S2) the PCR amplicon length was verified once by gel electrophoresis and sequencing. Subsequently, primer specificity was controlled by the analysis of the melting curve. Primer efficiency was estimated by serial dilutions of cDNA. Ct values were plotted against the natural logarithm of the template concentration and PCR efficiencies were calculated from the slope of the regression line according to the equation E=10^[-1/slope]^[77]. Beta-2-microglobulin (B2M) was used as an internal reference for normalization in relative quantification [78]. The relative expression ratio (R) of a target gene was calculated using following formula: ratio = (E target ^∆ Ct target (control-treatment)^)/(E ref ^∆ Ct ref (control-treatment)^) [77]. The P(H1) value, calculated with REST Â©2009 (by Corbett Research Pty Ltd/ Qiagen group and M.W. Pfaffl), indicates the probability that the difference between sample and control group is significant [79].

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

ORAC: AK, MJ; viability assay: PG; ROS-assay: AK, KB; ARE-assay: AK, MJ; qPCR: JMG, KB; microarrays: OAW, IPA analysis: MJ, JMG, OAW; experimental design and manuscript conception: MJ, JMG, DF, FÜ; manuscript writing: JMG, MJ; critical revision of the manuscript: DF, FÜ. All authors discussed the results and read and approved the final manuscript.

## Supplementary Material

Additional file 1: Table S1 Top seven networks affected by the treatment of HepG2 cells with Padma 28. **Table S2.** List of primers used for validation of differentially expressed genes by qPCR. Click here for file

# Supplementary material for: Pathway-focused bioassays and transcriptome analysis contribute to a better activity monitoring of complex herbal remedies
**Source:** BMC Genomics. 2013 Feb 27;14:133. doi: 10.1186/1471-2164-14-133
**Supplement:** Additional file 1: Table S1 — Top seven networks affected by the treatment of HepG2 cells with Padma 28. Table S2. List of primers used for validation of differentially expressed genes by qPCR.

## Additional files

**Table S1 – Top seven networks affected by the treatment of HepG2 cells with Padma 28.**

| Network | Molecules in Network                                                                                                                                                                                                                                                                                                                                                                                               | Score | Focus Molecules | Top Functions                                                                                                 |
|---------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------|-----------------|---------------------------------------------------------------------------------------------------------------|
| 1       | AREG, <b>ASNS</b> , BACE1, CARD8, CLIP1, CTH, DDX6, ENC1, FILIP1L, FSH, GARS, GCLC, <b>GCLM</b> , hCG, IKK (complex), ISG20, Lh, MAP4K4, MTHFD2, MYBL1, NFkB (complex), NOC2L, PHKA2, PMAIP1, PSAT1, RAB31, <b>RAB27A</b> , RGS3, Sapk, SGK1, STC2, TNFSF4, TRIB3, TXNRD1, VAV3                                                                                                                                    | 49    | 29              | Drug Metabolism, Amino Acid Metabolism, Small Molecule Biochemistry                                           |
| 2       | ACVR1B, Ahr-aryl hydrocarbon-Arnt, <b>AKR1C1</b> , <b>AKR1C2</b> , ALCAM, <b>CYP1A1</b> , <b>CYP24A1</b> , CYP2S1, CYP4F11, ERK1/2, Glucose Transporter, HBA1, Hemoglobin, <b>HMOX1</b> , HNF4α dimer, HNRNPD, IL11, INHBE, NCOA2, NR1H3, Pias, PXR ligand-PXR-Retinoic acid-RXRα, Rxr, SH2B3, SLC2A1, SLC2A2, SLC2A3, SLC35A2, SLC01B3, SPP1, T3-TR-RXR, TDGF1, TIA1, unspecific monooxygenase, VitaminD3-VDR-RXR | 37    | 24              | Lipid Metabolism, Small Molecule Biochemistry, Vitamin and Mineral Metabolism                                 |
| 3       | BCOR, C5ORF13, CCNL1, CENPF, Cyclin A, DBNDD1, <b>DKK1</b> , ELF4, EMP3, ERBB2, ERK, Estrogen Receptor, EWSR1, GTF2H1, HDAC5, Histone h3, Histone h4, KLF5, NRP1, OSGIN1, OTX1, p85 (pik3r), PDGF BB, PDZK1, PLC gamma, <b>RBM39</b> , RBPMS, RNA polymerase II, RUNX1, SERF2, SLC26A3, SSH1, UBA2, Ubiquitin, Vegf                                                                                                | 36    | 24              | Gene Expression, Cancer, Connective Tissue Disorders                                                          |
| 4       | Actin, ADA, AGPAT9, BLVRB, Caspase, Ck2, CP, CXADR, EIF4EBP1, F Actin, HAL, HNRNPC, Hsp90, IDH3A, IKBKG, IL1, Immunoglobulin, KCNC4, MAP1B, Mapk, MARS, OGG1, PDE4D, Pkc(s), PLAA, Pld, PLD1, PP2A, RGS2, S100A11, SLC6A9, SOS1, SPTAN1, VIL1, WARS                                                                                                                                                                | 36    | 24              | Molecular Transport, Amino Acid Metabolism, Genetic Disorder                                                  |
| 5       | Alpha Actinin, C5AR1, CD36, CD47, COL2A1, Collagen type I, Collagen type IV, Collagen(s), CTGF, CYR61, Elastase, EPB41L1, FN1, Focal adhesion kinase, Integrin, Integrin alpha 3 beta 1, Integrin alpha 5 beta 1, LRP, LYN, MEP1A, Metalloprotease, Mmp, NQO1, <b>NUPR1</b> , PALLD, Pdgf, PI3K, PLAUR, PLG, PVRL2, TF, THBS1, TNS1, TSKU, VCAN                                                                    | 29    | 21              | Cell-To-Cell Signaling and Interaction, Tissue Development, Cell Morphology                                   |
| 6       | ABCC3, <b>ABCC4</b> , ALDH1L1, ALDH8A1, BMP2K (includes EG:55589), C16ORF61, CAR ligand-CAR-Retinoic acid-RXRα, CLYBL, CUTC, FOXJ3, GABRE, GCKR, GCNT3, GIPC2, GPX2, <b>GSTA1</b> , GSTCD, HAL, HGD, HNF1A, HNF4A, KIF1B, LSG1, MGST1, MON1B, MRPL15, MRPS12, NOP16, PAFAH2, RUFY3, SENP1, SLC17A2, SUPT3H (includes EG:8464), SUPV3L1, UNC119                                                                     | 29    | 20              | Drug Metabolism, Vitamin and Mineral Metabolism, Molecular Transport                                          |
| 7       | <b>AKR1B10</b> , ARG1, B4GALNT1, C5AR1, CCNA1, CD14, CD276, CHD2, CRLF1, CSHL1, Cytochrome p450, FAH, G protein, GPR126, HEG1, HGF, IDE, IFNG, <b>KLHDC9</b> , KRR1, LTB4R, MAML2, MIR27B (includes EG:407019), NF2, NOTCH1, OAS3 (includes EG:4940), OGG1, PHF15, PHGDH, PMAIP1, <b>SCHIP1</b> , SEPP1, TGFB1I1, TNF, YARS                                                                                        | 23    | 17              | Cardiovascular System Development and Function, Cell-To-Cell Signaling and Interaction, Inflammatory Response |

Gene names in red and green are those identified by microarray analysis as more than two-fold up- or down-regulated, respectively. Genes in bold are modulated more than four-fold.

**Table S2 – List of primers used for validation of differentially expressed genes by qPCR.**

| Gene Symbol    | Sequence (5'→3')                                     | Genomic position             | Amplicon length |
|----------------|------------------------------------------------------|------------------------------|-----------------|
| AKR1B10        | TCACCCATACCTCACACAGG<br>GGAAACGGATCAGAACCTGG         | 6th exon<br>7th/8th exon     | 198 bp          |
| AKR1C1-C4      | TACAATAATGAGGAGCAGGTTG<br>CCAAAGCTTTGAAGTGTAGAATA    | 2nd exon<br>2nd/3rd exon     | 96 bp           |
| ALDH1L1        | CTGATGTGGTGGCAAATACC<br>TGAATGAGGGTCCAGTTGATG        | 1st exon<br>1st/2nd exon     | 175 bp          |
| ASNS $\beta$ 9 | TTTATCAGGGGGCTTGGACT<br>CCAGTAAATCGGGGCTGTCT         | 6th/7th exon<br>7th exon     | 125 bp          |
| B2M            | CTCCGTGGCCTTAGCTGTG<br>TTTGGAGTACGCTGGATAGCCT        | 1st exon<br>1st/2nd exon     | 69 bp           |
| CARS           | ACGCCAGGTCCTACATCT<br>TTCTCCCGATACTGCTCGAA           | 3rd/4th exon<br>5th exon     | 154 bp          |
| CYP1A1         | CAGATCAACCATGACCAGAAGC<br>TTCTCACTTAACACCTTGTCGATAGC | 6th/7th exon<br>7th exon     | 101 bp          |
| CYP24A1        | GTGGAAACGACAGCAAACAG<br>CCGTGGCACCTGATTCTC           | 7th/8th exon<br>8th exon     | 129 bp          |
| CYP2S1         | CAGGGCACGGAGGTCTTC<br>ACACGCTTCCCTAAGGAGAA           | 7th/8th exon<br>8th/9th exon | 155 bp          |
| DKK1           | ATCACACCAAAGGACAAGAA<br>GGCAAGACAGACCTTCTCCA         | 3rd/4th exon<br>4th exon     | 201 bp          |
| FECH           | AGCCAAGGAGTGTGGAGTT<br>CTCGTTTGACTGGATGTGTGA         | 9th/10th exon<br>11th exon   | 112 bp          |
| GCLC           | TGGGAAGGAAGGTGTGTTTC<br>TCAGGATGGTTTGCGATAAA         | 14th/15th exon<br>16th exon  | 183 bp          |
| GPX2           | AGAATGTGGCTTCGCTCTGA<br>ACAGTTCTCCTGATGTCCA          | 1st exon<br>1st/2nd exon     | 131 bp          |
| GSTA1-A3, A5   | GAGCCACGGACAAGACTACC<br>GGCCTTCAGCAGAGGGAA           | 8th exon<br>8th/9th exon     | 127 bp          |
| HMOX1          | AGCAACAAAGTGCAAGATTCTG<br>GGCATAAAGCCCTACAGCAA       | 4th/5th exon<br>5th exon     | 141 bp          |
| LGR5           | CTCAAGATGAACGTGACCTT<br>TGCTATGGTCCACACTCCAA         | 16th/17th<br>18th            | 158 bp          |
| RBM39          | TGCCATCCGAGGAAAGATTG<br>TATCAATAGGTTCTCTCACAGG       | 5th exon<br>6th/7th exon     | 113 bp          |
| SUCLG1         | ATTGGTGGTAATGCAGAAGAG<br>ATTCTTGTAAGATCGTGGTTC       | 7th<br>8th/9th               | 247 bp          |
| WARS           | ATCAGGAAGGATTACACCAGC<br>CTCTTCACTATCTCATCCGTG       | 9th/10th exon<br>10th exon   | 132 bp          |

How the deposited data were processed for this re-analysis (not part of the article)

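HepG2 cells were treated for 18 h with 218 μg/ml of an ethanolic extract of Padma 28 or with 0.9% ethanol, and RNA from the pooled cells of 3 cultures per treatment was hybridised to 1 Affymetrix Human Genome U133 Plus 2.0 array each. The authors processed the scanned probe intensities of both arrays with GCRMA (background correction by probe sequence, quantile normalization and summarization by probe set) and deposited the resulting log2 expression values of 54,675 probe sets. The submitters' processing notes name GCRMA 2.28.0 and R 2.15.1. The paper names earlier versions of both and a further unspecific filter, whose criterion is not given in the sources used here. No filter was applied for the counts. The sorted values of the 2 arrays differed by at most 0.099 log2 units, and their medians were 3.13 (EtOH) and 3.08 (Padma 28).

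From the deposited log2 values, the difference Padma 28 minus EtOH was taken for each probe set, as the paper's methods do. Genes were named from the platform annotation supplied with the data, and all 21,304 of its Entrez identifiers that were found in the RefSeq gene table of GRCh38.p14 kept their symbol. Of the probe sets, 41,097 had 1 gene, 1,801 had several and 11,777 had none in that annotation. A gene was represented by the probe set of its own with the highest mean over both arrays, without regard to the size of the difference. The thresholds were 2-fold and 4-fold, as in the paper. Well above background was set at the most frequent value of an array, in bins of 0.1, plus 2 log2 units. Of the 19,775 genes, 10,361 were above it on at least 1 array.

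With 1 array per treatment no p-value, standard deviation or interval across samples can be given, and a difference may stem from the cultures as well as from the extract. The number of arrays limits the precision. The hybridisation spike-ins, 18 probe sets, had a median difference of -0.09, ranging from -0.15 to 0.10. The difference between the 3′ and 5′ probe sets, a sign of RNA integrity, was 0.08 with EtOH and 0.04 with Padma 28 for GAPDH, and 1.13 on both arrays for ACTB.

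Before the data were examined, but after the paper had been read, 33 gene lists were fixed. Each list median was set against the medians of 10,000 random lists of the same size, in which every member was replaced by a gene drawn from the 200 nearest in mean level. A list is said to stand apart above percentile 97.5 or below percentile 2.5. Of the 33 lists, 4 stood apart as higher and 9 as lower, where 1.65 would be expected by chance. Of 585 list members, 526 had a probe set of their own. The genes named in the text are those of Tables 1 and 2, of the network in Figure 3 and of the paper's text, whose values in the paper had been seen, the 15 genes with the largest increase and the 15 with the largest decrease among those above background on at least 1 array, and up to 4 genes with the largest difference in each list. Further members of lists and networks were named after their values had been seen.

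The alternatives were the probe set with the largest difference or the median over all probe sets of a gene, filters at 2 and 3 log2 units above the most frequent value, 16 or 64 added to both linear values, centring on the median or along a loess curve with a span of 0.3, repeated quantile normalization, leaving out probe sets of the _x_at and _s_at types, counting probe sets shared by several genes for each of them, and counting probe sets in place of genes. The lists were also taken without the genes of Tables 1 and 2 and of the networks in Table S1, an alternative chosen after seeing the data. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.

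The steps were tested on simulated data, 1 array per treatment for the 19,775 genes, with an assumed noise. Of 50 genes raised by 1.5 log2 units 49 were recovered past 2-fold, as were 49 of 50 lowered by as much, and all 50 of the genes raised or lowered by 3 log2 units. Of 19,555 unchanged genes 0 passed 2-fold. A list raised by 0.5 had a median of 0.53, and 11 of 200 random lists with no change (5.5%) fell outside the percentile limits. The simulated noise was not estimated from replicates, so these shares do not carry over to the measured arrays.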

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

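The results below concern genes and gene lists that the paper does not discuss and that stood apart between the 2 arrays. Which lists count as discussed by the paper was decided after their values had been seen. The test of a shift with intensity was set before its result was seen.

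Targets of Wnt signaling, metallothioneins, genes of cholesterol synthesis and targets of YAP/TAZ were lower with Padma 28, with list medians of -0.44, -0.40, -0.36 and -0.35. In the Wnt list 13 of the 14 genes above background were below 0, with NKD1, a Wnt feedback inhibitor, at -0.97 and the ubiquitin ligase RNF43 at -0.96 besides DKK1 and LGR5, which the paper tabulates. In the metallothionein list all 7 metallothioneins and the zinc exporter SLC30A1 were below 0. Of the 16 cholesterol genes above background 14 were below 0 and none was past 2-fold, with HMGCS1, an early enzyme of the pathway, at -0.75. In the YAP list CCN1 and CCN2, matricellular proteins, were past 2-fold, at -1.14 and -1.06.

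In the quantile-normalized values, any shift between the arrays that depends on intensity was too small to account for these 4 lists. That normalization and the matching of the random lists by mean level left little room for such a shift, so the test adds little. The loess curve ran from -0.06 to 0.03, and after it was subtracted the median closest to 0 among the 4 lists was -0.38. Without the genes of the paper's tables and networks, chosen after seeing the data, the Wnt median was -0.31 over 15 genes and the YAP median -0.24 over 8. The Wnt median was -0.67 with the level filter and -0.34 with the median over probe sets. The YAP median was -0.69 with the largest probe set or without _x_at and _s_at probe sets, -0.55 with the level filter and -0.33 after repeated quantile normalization. Without _x_at and _s_at probe sets the metallothionein list kept 3 genes, with a median of -0.24 inside the middle 95% of random lists. A difference between the cultures other than the extract cannot be told apart from an effect of the extract with 1 array per treatment, and an effect of the extract likewise remains a hypothesis.

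Genes of fatty acid synthesis had a median of -0.21 over 12 genes, at percentile 0.07, with the desaturase FADS2 at -0.89, and without _x_at and _s_at probe sets one of -0.058 at percentile 18.9. Proteins secreted by hepatocytes had a median of -0.0945 over 20 genes, at percentile 0.59, with plasminogen PLG at -0.73 and albumin ALB at -0.10. The size of that median depended on the processing. It was -0.20 with the largest probe set and also without _x_at and _s_at probe sets, and -0.081 without the genes of the paper. Genes of mitosis had a median of -0.064 at percentile 2.39, inside the limits under 2 of 11 alternatives and without the genes of the paper. Genes of DNA replication had one of 0.19 at percentile 98.0, inside the limits under 4 of 11 alternatives and at percentile 79.6 without _x_at and _s_at probe sets.

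NMRAL2P, a pseudogene, had a log2 difference of 4.79, from 2.40 with EtOH to 7.19 with Padma 28, or at least 7.68-fold higher. KLHDC7B, a kelch domain gene, had one of 4.55, from 3.11 to 7.66, or at least 10.6-fold higher. HLMR1 had one of -2.68, from 7.78 to 5.10, and its other probe set, below background with Padma 28, was at least 4.81-fold lower.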

How the results depend on the processing

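Of 299 named genes with 3,185 values under the alternatives, 3,014 moved by less than 1.5-fold, 164 by more, and 7 values of genes past 2-fold changed sign. Of 355 list medians under the alternatives set before the data were examined, 329 kept their side of the percentile limits, 14 left it, 12 passed a limit that they had not passed before, and of the lists standing apart 0 changed sign. The causes were not tested. No paired analysis was possible because there is 1 array per treatment. HMOX1, at a log2 difference of 2.05, ranged from 1.82 to 2.05. The share of higher genes among those past 2-fold was 69.5%, and no scaling moved it by more than 10 percentage points. Values near background carry little information, since 9,414 of the genes were below the limit on both arrays.

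The counts of genes depended on the probe set and on the low end of the scale. More than 2-fold higher were 173 genes, and 264 with the largest probe set or with any probe set counted, 114 with the median of probe sets, 97 with an offset of 16, 64 with an offset of 64 and 353 as probe sets. More than 2-fold lower were 76 genes, and 153 with the largest or any probe set, 34 with an offset of 64 and 225 as probe sets. More than 4-fold higher were 17 genes, and 7 with an offset of 64 and 35 as probe sets. More than 4-fold lower were 6 genes, and 3 with the median of probe sets, 3 with an offset of 16, 2 with an offset of 64 and 15 as probe sets. The log2 difference of CYP1A1, 8.67, became 7.55 with an offset of 16 and 6.17 with an offset of 64.

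With a level filter the AhR list, -0.0017 without one, had a median of 1.16, and 1.27 with the stricter filter, because its genes below background were left out. CYP1A1 passes these filters by its own rise, so the filtered medians do not show a shift of the group, and without the genes of the paper the list was at percentile 66.9. The glutathione list passed the upper limit with the median of probe sets (0.15), with either filter (0.20), with offsets of 16 and 64 (0.15 and 0.15) and without _x_at and _s_at probe sets (0.23), and not under the other alternatives. Without these probe sets, the metallothionein (-0.24), fatty acid synthesis (-0.058), DNA replication (0.075) and bile acid (-0.032) lists no longer stood apart, and the ribosomal list did (0.0669). With the median of probe sets, the mitosis (-0.043) and hypoxia (-0.067) lists no longer stood apart and the ribosomal list did (0.0686). After repeated quantile normalization, the mitosis (-0.079), DNA replication (0.14) and bile acid (-0.035) lists no longer stood apart and the ribosomal list did (0.0683). The DNA replication list no longer stood apart with the stricter filter (0.19) or an offset of 64 (0.15), nor did the bile acid list with offsets of 16 and 64 (-0.023 and -0.0076) or loess centring (-0.030). The immediate early list stood apart as lower with the largest probe set (-0.18). Without the genes of the paper, an alternative chosen after seeing the data, the mitosis (-0.0645), bile acid (-0.051) and hypoxia (-0.046) lists no longer stood apart.

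Without _x_at and _s_at probe sets, AKR1C2 (-0.021), ASNS (-0.071), KCNC4 (-0.0195) and PALLD (-0.028) were left with other probe sets and changed sign. With the median of probe sets KCNC4 (-0.01), MYBL1 (-0.016) and PALLD (-0.0066) changed sign. These 7 values come from probe sets below background on both arrays, so their sign carries no information. MYBL1 also has a dimmer probe set above background, at -0.04, so its rise of more than 2-fold holds only for its brightest probe set.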

Differences from the paper's values

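The paper's array folds were compared for 56 genes, of which 15 differ by more than 1.5 times or in sign from the fold of the brightest probe set used here, and 3 differ when the probe set with the largest difference is used. Falls are written as negative folds, as in the paper. For PTGR1 the paper gives 27.4 and the value here is 5.34, for SLC7A11 18.9 and 9.23, for HELLS 4.4 and -1.15, for ABCC4 4.2 and 2.18, for RAB27A 4.2 and 2.26, for SH3PXD2A -4.1 and -1.61, for SUCLG1 -4.1 and 1.06, for SLC35A2 2.1 and 1.03 and for FAS 3.2 and 1.41. Of the alternatives set before the data were examined, only the largest probe set brings these 9 genes within 1.5 times of the paper's folds. For CARS1 (the paper's 4.3, here 2.84) and NCOA2 (the paper's -2.1, here -1.19) the largest probe set and the median of probe sets do so, and the others do not. For AKR1C1 (the paper's 4.2, here 1.99) the largest probe set and the omission of _x_at and _s_at probe sets do so, and the others do not. For AKR1C2 (the paper's 5.1, here 2.26), RBM39 (the paper's -7.2, here 1.02) and NR1H3 (the paper's 2.8, here 1.83) none of the alternatives does so. Among probe sets with no gene in the annotation used here, 1 that was below background with Padma 28 was lower by a fold of 7.16 in the deposited values, and a probe set assigned to AKR1C1 here was higher by a fold of 5.15. Whether the paper assigned them to RBM39 and AKR1C2 was not tested.

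The paper counts 578 genes past 2-fold in both directions, 353 higher and 225 lower, where 249 genes, 173 higher and 76 lower, were counted here. Counted as probe sets without a filter, the values here are 578, 353 and 225, which equal the paper's counts exactly. The largest probe set or any probe set of a gene gave 264 higher and 153 lower genes. These counts are within 1.5 times of the paper's without equalling them, and the other alternatives are not within 1.5 times. For the networks of Table S1 the paper gives 29 focus molecules in network 1, 24 in network 2, 24 in network 3, 24 in network 4, 21 in network 5, 20 in network 6 and 17 in network 7. Here 18, 12, 11, 11, 10, 11 and 11 of their genes were past 2-fold. The largest probe set brings all 7 networks within 1.5 times, counting shared probe sets for each of their genes does so for network 7, and the other alternatives do not.

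The paper's qPCR folds, from another assay on 5 independent experiments, were set beside the array folds for 20 genes. They were left out of this comparison for a time after they had been seen and then restored. Taking the folds of the deposited values, 13 of the 20 differ by more than 1.5 times or in sign and by more than the error that the paper states. These include SCN1A, for which only a lower limit holds here, and SUCLG1 and GPX2, whose entries in the paper are unclear, so 10 remain without these 3. The paper's qPCR fold and the array fold here are 123.4 and 408 for CYP1A1, 18.8 and 10.2 for ASNS, 5.0 and 8.40 for CYP24A1, 6.7 and 2.26 for AKR1C2, 6.7 and 1.99 for AKR1C1, -24.2 and -6.70 for DKK1, -30.3 and -5.97 for SCN1A, -8.1 and -3.17 for LGR5, 5.1 and 2.23 for CYP2S1, 5.8 and 2.60 for GCLC and 3.8 and 2.37 for WARS1. CYP1A1 and SCN1A were below background on 1 array. The lower limits are 290-fold for CYP1A1 and 2.25-fold for SCN1A, and the latter leaves the paper's fold possible. For SUCLG1 the paper's qPCR fold is 0.3 and the array fold here 1.06, and for GPX2 0.3 and 2.32. In a column where falls are negative folds, a fold cannot be smaller than 1 in size, so the meaning of these 2 entries stays open. By the P(H1) values that the paper lists for them, neither passed its limit for a significant qPCR change. The paper's primers for AKR1C1 and AKR1C2 detect several AKR1C genes. Offsets of 16 and 64 bring CYP24A1 within 1.5 times or the stated error, the largest probe set and the omission of _x_at and _s_at probe sets do so for AKR1C1, and for the other 11 genes none of the alternatives does.

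Figure 3 shows CHD2, ADGRG6 and OGG1 as down-regulated and FAH and LTB4R as up-regulated, and their brightest probe sets were at log2 differences of -0.04, -0.51, 0.68, 0.45 and below background, respectively. A dimmer probe set passed 2-fold for CHD2 (-1.06), ADGRG6 (-1.04), OGG1 (-1.17) and FAH (at least 1.72-fold, being below background with EtOH), and one of LTB4R, below background on both arrays, went from 2.79 to 4.11. Among genes with any probe set past 4-fold, 22 of 24 higher and 8 of 9 lower ones are in Table 1, while KLHDC7B, NMRAL2P and HLMR1 are not listed there and AKR1C2, SCHIP1 and RBM39 are listed only there. Probe sets shared with another gene, which count for no gene here, were past 4-fold in the deposited values for AKR1C2 and SCHIP1. That of AKR1C2, shared with AKR1C1, had a log2 difference of 3.14. That of SCHIP1, shared with IQCJ-SCHIP1, had one of 2.62, or a fold of 6.17 against 6.2 in the paper. It was below background with EtOH, so only a rise of at least 3.11-fold holds for SCHIP1.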

Other observations

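The tests on the amino acid response and on dim probe sets were chosen after part of the values that they measure had been seen.

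Targets of ATF4 in the amino acid and integrated stress response were higher with Padma 28 as a group. Of 36 genes 12 were more than 2-fold higher and none was lower, all 34 above background but 2 were above 0, and the median was 0.85, above each of the random lists. The dimerization protein JDP2 had a log2 difference of 1.91, the branched-chain aminotransferase BCAT1 1.82, the folate enzyme MTHFD2 1.21 and ATF4 itself 0.82, while the amino acid transporter SLC38A2 was at -0.27. The list shares SLC7A11 with the Nrf2 list and ASNS, NUPR1 and BCAT1 with Table 1. Overlap with those genes does not account for the shift, since the 32 genes outside the Nrf2 list and the tables had a median of 0.82. The extract may activate this response, and with 1 array per treatment a difference between the cultures remains open.

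Chaperones of the endoplasmic reticulum did not move with that list. Their median was 0.11 over 18 genes, at percentile 87.9, with HSPA5 at -0.12 and SDF2L1 at 0.60. Cytosolic heat shock proteins had a median of -0.03 over 11 genes, at percentile 17.0, and immediate early genes one of -0.04 over 12, at percentile 14.4. Genes of fatty acid oxidation had a median of 0.0008 at percentile 60.0, with the carnitine palmitoyltransferase CPT1A at 0.75. Genes of bile acid synthesis and transport had a median of -0.08 over 17 genes, at percentile 0.75, outside the limits in the main analysis. The list was inside them under 5 of 11 alternatives and without the genes of the paper. With the level filter its 12 remaining genes had a median of -0.33, at percentile 0.01. The exporter subunit SLC51B was at 1.42 and the hydroxylase CYP7A1 at -0.96. Reference genes had a median of 0.0029, at percentile 33.7, respiratory chain genes were at percentile 58.8 and ribosomal proteins at percentile 96.2. Markers of other cell types were mostly below background, with 2 of 8 fibroblast, 1 of 6 endothelial and 1 of 6 blood cell markers above it, and their medians were -0.06, -0.02 and -0.04, at percentiles 29.4, 84.3 and 23.9.

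Of the genes with several probe sets above background on at least 1 array, and counting only those probe sets, 154 had a dimmer probe set past 2-fold while the brightest stayed within 2-fold. Noise of dim probe sets is a candidate explanation. The dimmer probe sets past 2-fold had a median level of 5.96 in these genes and of 7.38 in the 53 genes whose brightest probe set also passed, a gap of 1.42 log2 units (95% bootstrap interval 0.72 to 2.00, from 10,000 draws over probe sets). This does not cover the brightest of these dimmer probe sets. Examples with their mean levels are AKR1C1 at 14.5, PSAT1 at 12.3, ALB at 11.0, RBM39 at 10.7 and MAP4K4 at 10.4. For AKR1C1, PSAT1 and MAP4K4 the gene's brightest probe set moved the same way and was just within 2-fold, at 0.99, 0.88 and -0.96. For ALB and RBM39 it was near 0, at -0.10 and 0.02. Transcript forms that only some probe sets detect were not tested.

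Among probe sets with no gene in the annotation used here, the 2 largest increases were at least 7.29-fold, from 2.18 with EtOH to 7.12, and 4.21-fold, and the 2 largest decreases at least 3.81-fold and 6.09-fold.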
